# Differentially and Co-expressed Genes in Embryo, Germ-Line and Somatic Tissues of *Tribolium castaneum*

**DOI:** 10.1534/g3.119.400340

**Published:** 2019-05-21

**Authors:** Sher Afzal Khan, Heather Eggleston, Kevin M. Myles, Zach N. Adelman

**Keywords:** *Tribolium*, RNAseq, testis, ovary, embryo

## Abstract

Transcriptomic studies of *Tribolium castaneum* have led to significant advances in our understanding of co-regulation and differential expression of genes in development. However, previously used microarray approaches have covered only a subset of known genes. The aim of this study was to investigate gene expression patterns of beetle embryo, germ-line and somatic tissues. We identified 12,302 expressed genes and determined differentially expressed up and down-regulated genes among all samples. For example, 1624 and 3639 genes were differentially increased in expression greater than or equal to twofold change (FDR < 0.01) in testis *vs.* ovary (virgin female) and ovary *vs.* embryo (0-5 hr), respectively. Of these, many developmental, somatic and germ-line differentially expressed genes were identified. Furthermore, many maternally deposited transcripts were identified, whose expression either decreased rapidly or persisted during embryogenesis. Genes with the largest change in expression were predominantly decreased during early embryogenesis as compared to ovary or were increased in testis compared to embryo. We also identify zygotic genes induced after fertilization. The genome wide variation in transcript regulation in maternal and zygotic genes could provide additional information on how the anterior posterior axis formation is established in *Tribolium* embryos as compared to *Drosophila*. Together, our data will facilitate studies of comparative developmental biology as well as help identify candidate genes for identifying *cis*-elements to drive transgenic constructs.

The formation of independent male and female sexes is an essential and common phenomenon among animals including arthropods (West *et al.* 2002; Siebert *et al.* 2008). The majority of sexually dimorphic traits (male and female appearance and behavior) result from the differential expression of genes that are present in both sexes (Rinn and Snyder 2005). This differential gene expression is essential to initiate embryo growth, development and sex differentiation. Differences between the sexes at the genetic level can broadly be separated into two groups (1) differential gene expression, where the abundance of a specific gene transcript(s) differs between the sexes (sex-biased expression), and (2) different sex chromosomes that are present in one sex and absent in the other sex. Depending on the species, these two mechanisms can occur together; in species that lack differentiated sex chromosomes, only sex-specific gene expression patterns are observed (Pokorná and Kratochvíl 2009; Viets *et al.* 1994; Lebo *et al.* 2009; Hale *et al.* 2011). Sex bias in gene expression has been documented in multiple species including *T. castaneum* (Prince *et al.* 2010), *Drosophila* (McIntyre *et al.* 2006; Jiang and Machado 2009; Zhang *et al.* 2007) and *Caenorhabditis elegans* (Thoemke *et al.* 2005). Like other organisms, insects have shown a high amount of diversity in their sex determination mechanisms. Different insect orders use different strategies to determine their sex (Verhulst *et al.* 2010; Salz 2011; Schutt and Nothiger 2000; Matson and Zarkower 2012).

In genetic pest management programs, several methods are used or are in development for efficient sex separation of insects (Papathanos *et al.* 2009). Sex separation based solely on naturally occurring biological differences between males and females in insects has been performed but is variable (Papathanos *et al.* 2009). Some sexually dimorphic characteristics, such as body size or development rate are also influenced by natural variation, thus regular adjustment and recalibration are required for such systems to be used. For the early sterile insect technique (SIT) programs for insects, especially *Aedes aegypti*, sexes were separated using differences in pupal body size. However, many of these methods are not directly transferable to other insect species.

As an alternative, transgenic sexing systems (transgenic animals show male or female specific lethality during embryonic and early larval stages, leading to either a male or female specific population) can be developed using numerous technological approaches for the purpose of efficient sex separation in insects. Unlike biological methods for sexing, genetic methods may be more broadly applicable across species; with some minor modifications, the constructs developed for one species can be adopted to another unrelated species. For example, modifications to specific individual components of the construct such as endogenous species-specific cis elements or sex-specific splicing variants and lethal effectors may increase the efficiency of the sexing construct (to develop a construct in which a transgene leads to a high level of expression in either male or female), although simultaneously avoiding the potential negative effects of accidental species transfer. For insect transformation three components are important, (1) a gene vector (transformation method), (2) an effector gene and (3) cis elements, particularly the promoter/enhancer sequences which control transcription of the gene in a specific tissue at specific a developmental time point such as sex-specific expression of a lethal gene leading to elimination of one sex and population suppression. However, genetic sexing in a targeted species requires known differentially expressed genes in the different sexes.

Coleoptera (Beetles) are the most diverse animal group on earth and contain one fourth of all species described and includes many major pests of crop plants (Hunt *et al.* 2007). *T. castaneum* is a genetically tractable model beetle species with a published whole genome sequence (Tribolium Genome Sequencing Consortium *et al.* 2008). *Tribolium* follows the XX/XY sex determination system (Male XY and Female XX), and male and female *Tribolium* have some sexually dimorphic characters such as black spots on the first pair of legs of male adults (male beetle sexual dimorphism) which are absent in females, as well as differences in the appearance of male and female pupae (beetle pupal sexual dimorphism). To screen and separate beetles on a large scale based on these naturally occurring biological phenotypes is likely not feasible and certainly very difficult. Therefore, a study of gonadal differentiation and embryo development gene expression in *Tribolium* would be useful for the development of sexing strategies for this and other coleopterans insects important in agriculture and medicine.

Deep sequencing of mRNA (RNAseq) has been successfully used for differential gene expression analysis in a wide variety of species and conditions (Akbari *et al.* 2013; Graveley *et al.* 2011; Guo *et al.* 2018; Ruan *et al.* 2018). We performed RNAseq analysis of transcripts isolated from testis, ovary, carcasses and early embryos in *Tribolium castaneum*. We detected expression from a total of 12,302 genes in one or more of these tissues, corresponding to ∼75% of the total annotated genes (16,593) in the *Tribolium* genome. The identification of differentially or unique expressed genes reported here will facilitate future work to identify sex and early embryo specific cis elements for heterologous gene expression and to improve genetic sexing in *Tribolium* allowing for embryogenesis studies and improved pest control in the field.

## Materials and Methods

### Red beetle strain and culture

The *T. castaneum* strain was obtained from Jeff Demuth at the University of Texas at Arlington. Beetles were reared on flour medium (95% flour, 5% yeast by weight), and caged in glass jars with tight-fitting fine mesh closures. Beetles were housed in a growth chamber at 25° with 60–80% relative humidity and 12/12 hr light cycling. Populations of beetles were moved to fresh flour medium once per month with initial population densities of approximately 1−2 beetles/1 g flour medium.

### RNA isolation and RNAseq library preparation

Beetle pupae were separated based on sex prior to eclosion. Adult beetles (1–2 weeks post-eclosion) were used for embryo collection. Adult beetles were placed on flour pre-sifted with no. 50 sieve to lay eggs at 25°. The adults were removed by sifting with no. 50 sieve and transferred to fresh flour to continue embryo collection. The embryos were collected from the flour by sifting with a no. 30 sieve. Embryos were collected at 0-5 hr and 6-11 hr, respectively, in three independent biological replicates (each replicate had 80-100 embryos and were processed in a single day per sample). Similarly, ovary, testis and carcasses from male and female adult beetles at four days post eclosion (30 beetles in each replicate and processed in a single day per sample) were collected to evaluate transcriptional activity. Samples were snap frozen in liquid nitrogen and then transferred to -80° prior to RNA extraction. RNA-extraction and library preparation were done simultaneously with all samples. Total RNA from these tissues was extracted with Trizol (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. After total RNA extraction, RNA was treated with Turbo DNase (Ambion/Applied Biosystems, Austin, TX). RNAseq libraries were prepared using NEBNext Poly (A) mRNA Magnetic Isolation Module (NEB #E7490) for mRNA isolation and NEBNext Ultra RNA Library Prep Kit for Illumina (*NEB #E7530S)* according to the manufacturing instructions. Each library had a peak size of approximately 300 base pairs. cDNA library quality was assessed on an Agilent 2200 TapeStation using a High Sensitivity D1000 tape. Libraries were quantified using the Invitrogen Qubit 2.0 Fluorometer High Sensitivity dsDNA assay. All libraries were normalized to a 4 nM concentration and then pooled in equal volumes for denaturing and diluting for sequencing. The library pool was denatured and diluted to a final concentration of 1.8 pM following the Illumina NextSeq Denature and Dilution protocol including a 1% PhiX DNA spike in. Sequencing was performed on an Illumina NextSeq 500, 75 cycles, high-output sequencing run generating approximately 550 Million sequencing reads. We used Illumina genome sequencing platform (NextSeq500 illumina^R^) at the Texas A&M Institute for Genome Sciences and Society Shared Molecular Genomics Core to sequence the aforementioned samples, producing unpaired 75-nt raw reads.

### Data Analysis

Sequencing bcl files were automatically uploaded to Illumina’s cloud service, BaseSpace. BaseSpace automatically generates FASTQ files, demultiplexes and trims adapter sequences. FastQC (version 0.11.5) tool was used to check the quality of the reads in each sample. HiSat2 software version 2.0.5 (Kim *et al.* 2015) was used to align reads to the *Tribolium* genome (GCA_000002335.3_Tcas5.2_genomic_RefSeqIDs.gff, obtained from www.ncbi.nlm.nih.gov) using default parameters. BEDTools (version 2.27.0) was used to produce raw counts. We used two approaches to determine which genes encode maternal, zygotic, soma or germ-line unique or increased gene expression. First, we identified genes whose expression is co-regulated across samples by using soft clustering (50% mem Soft Cluster graph) [Mfuzz package (Kumar and Futschik 2007) in ‘R’ program]. The “cselection” function was used in Mfuzz to determine cluster number. We used the method proposed by Schwaemmle and Jensen (Schwämmle and Jensen 2010) to estimate the value of fuzziness parameter “m”, which is based on the distribution of distances between genes in a given data set, to set a suitable value for “m”. Maternal genes were classified based on gene expression in both the *Tribolium* ovary and early embryos. Zygotic transcripts and induced zygotic transcripts were identified as mRNAs that were co-regulated in embryo and did not appear in other tested samples. Second, we selected the set of genes whose expression changes greater than or equal to twofold in tissue or embryo in pairwise comparison to other tested samples (edgeR in R program, FDR < 0.01). Edge R software (McCarthy *et al.* 2012) in “R” package was used to normalized the libraries using the trimmed mean of M-values method and for differential gene expression analysis. Genes were kept in the analysis only if the counts per million (CPM) was equal or greater than five in three or more samples.

### Quantitative real-time PCR

The software Primer-3 (http://frodo.wi.mit.edu/) was used to design primers for qPCR analysis. Primers were designed by the rules of highest maximum efficiency, and sensitivity rules were followed to avoid formation of self and hetero-dimers, hairpins and self-complementarity. The primer sequences used in this study are shown in Table S1. In brief, single-strand cDNA was synthesized as follows: 500 ng of total RNA in 11 µl of sterile water previously treated with DNase using the DNA-free kit (Ambion www.ambion.com) following the manufacturer’s instructions. The reverse-transcriptase reaction to generate the cDNA for use in quantitative real-time PCR was carried out using the First Strand cDNA Synthesis kit (Fermentas) as follows: 1 μl of oligo d (T) primer was added to the 11 µl of total RNA. The mixture was heated at 65° for 5 min, and then placed on ice, and the following were added: 4 μl of 5X first-strand buffer, 2 μl of dNTPs, 1 µl of RNase inhibitor, and 1 µl of reverse transcriptase. cDNA synthesis was performed at 42° for 30 min and 50° for 60 min. Reactions were stopped by heating samples at 95° for 2 min.

qRT-PCR was performed in optical 96-well plates on a BioRad Real-Time PCR Detection System using the Absolute QPCR SYBR green Mix (ABgene) to monitor double-stranded DNA synthesis in combination with ROX as a passive reference dye included in the PCR master mix. Amplification conditions were 10 min at 95° to activate the polymerase, followed by 40 cycles at 95° for 30s, 60° for 30s and 72° for 30s. A melting curve analysis was performed in order to verify that the amplicon was at a correct *T_m_* and therefore of the correct length of the predicted transcript. Results were normalized to the mRNA level of *T. castaneum* actin *(*ACT) and ribosomal protein RpSL32 as housekeeping genes (Table S1), and data calculated according to the delta-delta *C*t method. Each experiment was repeated with three independent mRNA samples (biological replicates), and each reaction was repeated three times to minimize intra-experiment variation (technical replicates). All of the results were analyzed with CFX manager software.

### *Drosophila melanogaster* homologs in T. castaneum

The iBeetle web server (http://ibeetle-base.uni-goettingen.de/) (Dönitz *et al.* 2018) was used to identify *T. castaneum* homologs to the *D. melanogaster* genes, which calculated homologs based on OrthoDB. Lists of *D. melanogaster* known maternal and zygotic genes, also genes highly expressed in the *D. melanogaster* germ cells and somatic tissue were retrieved from Table S12-30 of (Arbeitman *et al.* 2002), Table S4, S6, S7 and S8 of (De Renzis *et al.* 2007), additional files 3, 8 and 9 of (Lebo *et al.* 2009) and additional data 21-23 of (Parisi *et al.* 2004). Additional lists of *T. castaneum* genes expressed greater than or equal to twofold change in fertilized and unfertilized eggs were obtained from additional file 1 of (Preuss *et al.* 2012). In this study, we selected the *D. melanogaster* homologs of genes expressed in the *Tribolium* embryo and different tissues, which either showed unique gene expression pattern in clusters by using soft clustering analysis or in pairwise comparisons showed greater than or equal to twofold change in gene expression (FDR <0.01) in edgeR analysis in respective tissues.

### Gene Ontology (GO) and functional annotation

Functional activity annotation was performed on genes in soft clusters and differentially expressed genes greater than or equal to twofold change by using the g:Profiler (g:GOSt Gene Group Functional Profiling) Gene Ontology web server (Reimand *et al.* 2016). To extract GO terms information and enrichment analysis for the selected genes, we used the following parameters, user threshold (p-value) = 0.001. Significance threshold: g: SCS threshold and organism panel was selected as *T. castaneum*.

### Data availability

All raw and processed RNA seq data from the study are available at the gene expression omnibus (GEO) (Edgar *et al.* 2002) database (www.ncbi.nlm.nih.gov/geo), under accession number GSE119739. Supplemental material available at FigShare: https://doi.org/10.25387/g3.7409393.

## Results and Discussion

Here, we report transcriptional profiles during embryo development, male carcass (lacking testis), female carcass (lacking ovary), testis and ovary by deep RNA sequence analysis (Wang *et al.* 2009). We obtained transcriptome reads for 0-5 hr embryos (average from three replicates 33,458,920 reads); 6-11 hr embryos (average from three replicates 29,034,300 reads); male testis (average from two replicates 29,359,190 reads); male carcass (average from three replicates 32,279,190 reads); female ovary (average from three replicates 31,321,690 reads) and female carcass (average from three replicates 32,059,370 reads) as shown in Figure S1. 

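Poly(A) RNA of the red flour beetle was sequenced as unpaired 75-nt reads from 6 kinds of sample. Embryos of 0-5 hr are libraries S1 to S3, embryos of 6-11 hr are S4 to S6, female carcasses are S7 to S9, male carcasses are S10 to S12, ovaries are S13 to S15 and testes are S16 and S17, in the order of Figure 2. A carcass is the adult body without its gonads. According to the paper, the ovaries came from virgin females, and the embryos from eggs laid by adults older than those dissected. Each embryo library came from 80 to 100 embryos and each adult library from 30 beetles at 4 days after eclosion, and RNA extraction and library preparation were done for all samples at the same time. The authors aligned the reads with HISAT2 2.0.5, counted them per gene model with BEDTools, and scaled them with TMM factors from edgeR to CPM, the paper's normalized expression, and these CPM are the values used here. Multiplying each CPM by its library's scale gave a whole number of reads, within 0.01 read, for 100% of the 209134 values. Reads in gene models ran from 29041836 to 31126463 per library (median 29831077) in embryos of 0-5 hr and from 20221563 to 27244356 (median 26253717) in embryos of 6-11 hr. They ran from 23061585 to 25947448 (median 24019107) in female carcasses, from 19416253 to 22932047 (median 22372937) in male carcasses and from 20588892 to 34847471 (median 26272008) in ovaries, and were 18664366 and 22374614 in the 2 testis libraries. The means are 29999792, 24573212, 20519490, 21573746, 27236124 and 24342713 reads for embryos of 0-5 hr and 6-11 hr, testis, male carcass, ovary and female carcass, where the paper's means of transcriptome reads are 33458920, 29034300, 29359190, 32279190, 31321690 and 32059370. The CPM rest on the reads in gene models. At these depths 1 read is worth 0.0217 to 0.0595 CPM. Values are given as mean CPM ± SD, with n = 3 libraries per group and n = 2 for testis.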

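With CPM taken from library totals alone, all 12302 gene models of the deposited table reached 5 CPM in 3 or more of the 17 libraries. On the deposited CPM, which also carry the TMM factors, 12152 gene models did so and 150 did not, and the 12152 were the genes tested. Of these, 6804 reached 5 CPM in every library. A gene at 5 CPM or more only in the 2 testis libraries cannot pass a minimum of 3 samples. Since all deposited gene models pass that minimum by library totals, genes that fail it there are not in the table. A minimum of 2 samples kept 12251 of the deposited gene models and cannot bring those genes back.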

Out of 16,363 total annotated genes, 12,302 were found to have a normalized expression (CPM) greater than or equal to 5 in three or more samples. 

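Libraries of the same group lay close together. By Euclidean distance on log2 CPM, 16 of the 17 libraries had a library of their own group as their nearest neighbor. The exception was S6, an embryo library of 6-11 hr, which lay nearest to an embryo library of 0-5 hr. The median distance was 63.2 within groups and 269.9 between groups, with a largest distance of 99.7 within a group and a smallest of 73.75 between groups.

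**Figure D1:**
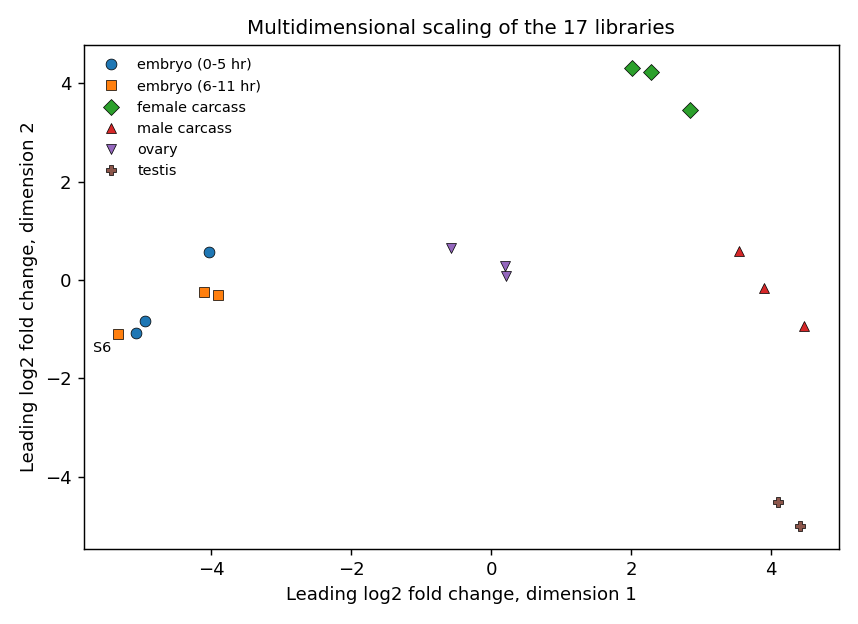
Multidimensional scaling of the 17 libraries, with the leading log2 fold change on dimension 1 (55.5% of the variance) on the x axis and on dimension 2 (24.0%) on the y axis. Each point is a library, with its group given by color and shape. Embryos lie between -5.33 and -3.90 on dimension 1 and ovaries between -0.57 and 0.22, and dimension 2 parts the female carcasses (3.46 to 4.31), the male carcasses (-0.93 to 0.59) and the testes (-5.0 and -4.5).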

A Multidimensional Scaling Plot (MDS) of these samples using edgeR (Robinson and Smyth 2008) on the normalized counts showed similarity within sample sets and dissimilarity of gene expression among sample sets, indicating consistency among replicate samples (Figure S2).

To examine the global dynamics of differential gene expression in the *Tribolium* embryo, germ-line and somatic tissues, we compared the normalized expression levels for every sample with every other sample resulting in a global view of gene expression as shown via clustering map (Figure 1). 

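Across genes, the median Pearson r of log2 CPM between libraries was 0.507 for ovary and testis, 0.612 for ovary and female carcass and 0.528 for ovary and male carcass. For testis it was 0.293 with female carcass, 0.516 with male carcass and 0.479 with embryos of 0-5 hr, while ovary and embryos of 0-5 hr reached 0.815. Genes are not independent replicates, so these values describe likeness and test nothing. In average linkage of the group means, the ovary joined the carcass pair at a distance of 221.6, the testis joined at 268.1 and the embryos joined the adult groups last, at 332.7. Between the gonads, 2687 genes were higher in testis than ovary and 2560 were lower (2-fold change and adjusted p under 0.01, limma). The largest increases in testis were TC033076, at 4467 ± 943 CPM in testis and 2.36 ± 1.90 in ovary (log2 fold change 10.55, standard error 0.53, adjusted p = 1.56e-10 from limma), and TC002436 (9.70, standard error 0.62, adjusted p = 1.95e-09 from limma). In ovary they were TC008930 at 1871 ± 559 CPM against 13.5 ± 11.5 in testis (adjusted p = 1.56e-06 from limma) and TC003110 at 3100 ± 832 CPM against 29.4 ± 24.5 (log2 fold change of testis over ovary -6.92, adjusted p = 4.86e-06 from limma). Under library totals, where the median gene lies at -0.64 on the log2 scale (-0.03 as deposited), the counts were 1690 higher and 4569 lower.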

The clustering pattern observed showed that gene expression in male and female germ tissues are substantially different from each other and to both somatic tissues (carcass lacking ovary or testis) and the early embryo. In contrast, the transcriptional profiles of carcass tissues isolated from males and females were highly similar to each other, suggesting minimal sexually dimorphic expression in the adult soma. Similarly, the expression profiles of two embryo stages were similar to each other.

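The median Pearson r across genes between a female and a male carcass library was 0.877 (0.782 to 0.919 over the 9 pairs), and the group means joined at a distance of 125.4. In the direct comparison, 623 genes were higher in male than female carcass and 8 were lower (limma, 2-fold change, adjusted p under 0.01). Most of the 623 genes were also high in testis, since 609 were also higher in testis than in female carcass and 515 were higher in testis than in male carcass. A set of 663 genes, defined without the carcass libraries as at least 16-fold higher in testis than in ovary, had a median level of 2.42%, 5.96% and 4.77% of the testis mean in male carcass libraries S10, S11 and S12. In female carcass libraries the medians of the same genes were 0.274% to 0.380% of the testis mean. The largest increase was in TC011481, at 2791 ± 3450 CPM in male and 2.27 ± 0.994 CPM in female carcass (log2 fold change 8.98, standard error 1.32, adjusted p = 0.000245 from limma), and the next was in TC006088 (8.95, adjusted p = 0.000158 from limma). The largest decrease was in TC006279, at 8.09 ± 0.530 CPM in male and 43.6 ± 4.02 CPM in female carcass (log2 fold change -2.29, adjusted p = 2.94e-08 from limma), followed by TC034350 (-1.71, adjusted p = 0.000503 from limma). The 8 lower genes became 15 without female carcass replicate S7 and 64 without male carcass replicate S10, and the 623 higher genes became 321 when only the carcass libraries were fitted. From the similarity of the profiles, the paper proposes minimal sexually dimorphic expression in the adult soma.

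**Figure D2:**
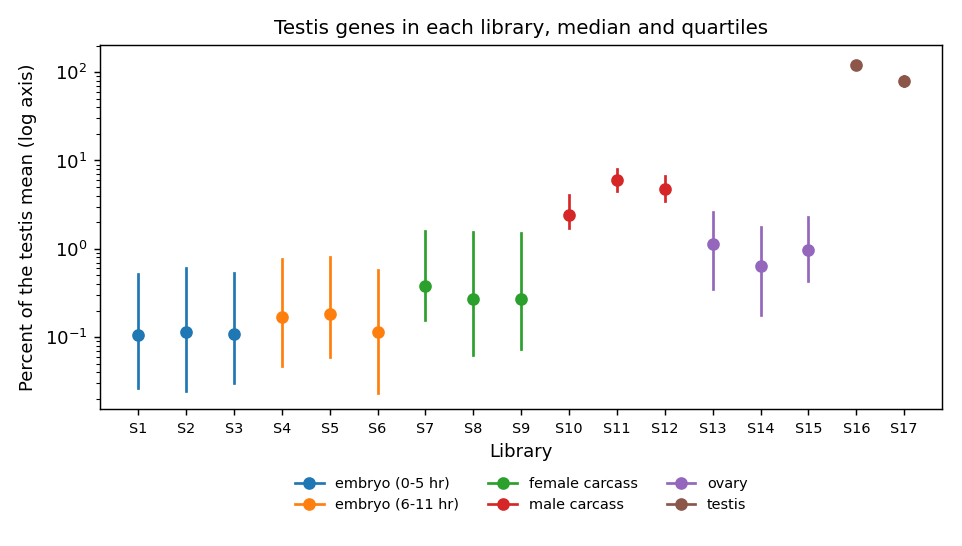
Level of the 663 testis genes in each library as a percent of the testis mean (log axis), with the median as a point and the quartiles as a line. Male carcass libraries S10 to S12 have medians of 2.42% to 5.96%, above the other groups apart from testis.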

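The embryo stages joined first in average linkage of the group means, at a distance of 90.3. The median Pearson r across genes between a 0-5 hr and a 6-11 hr library was 0.964, against 0.988 within 0-5 hr and 0.977 within 6-11 hr. Of the 15 pairs of groups, this pair had the fewest differentially expressed genes, 503, and embryos of 0-5 hr against male carcass had the most, 8123 (limma, 2-fold change, adjusted p under 0.01). Library S6 of the 6-11 hr embryos was 96.7 and 99.7 distant from the other libraries of its stage, which were 34.1 from each other. When the tree of libraries was split into 6 clusters, S6 fell with the 0-5 hr libraries.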

**Figure 1:**
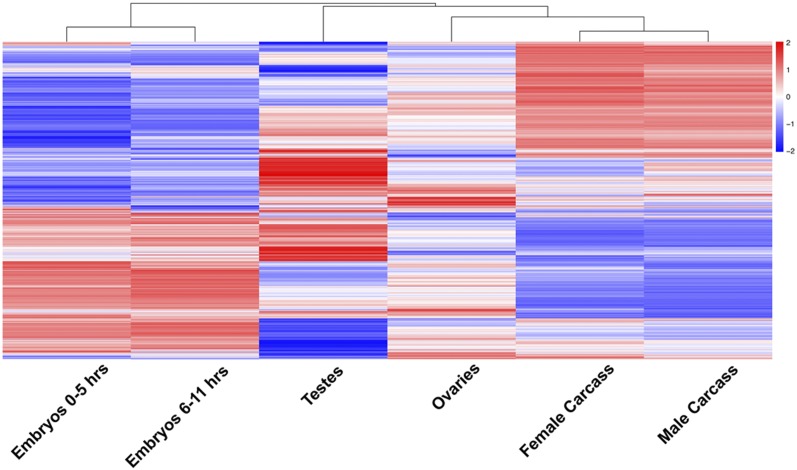
Gene expression pattern revealed by clustering analysis in early embryo and different tissues. Clustering of normalized differentially expressed genes in *Tribolium* based on heat map analysis made using pheatmap package in ‘R’. Euclidean distance was used to estimate pairwise sample distances and sample clustering was done using the k-means algorithm. The columns of the heat map figure indicate samples and the rows represent different genes. The bar color reflects the gene expression levels as TMM normalized log-CPM. Color key indicates the intensity associated with normalized expression values. Red and Blue colors indicate higher expression and lower expression respectively.

To better understand the major patterns of gene expression, we performed a differential expression analysis between all pairs of samples in the embryo and among tested tissues, classifying individual genes as differentially expressed if they exhibited a twofold change at a false discovery rate of <0.01 (FDR <0.01) as given in Table S2. Additionally, we used a soft clustering algorithm [Mfuzz package (Kumar and Futschik 2007) in ‘R’ program] and established 15 groups of co-regulated genes, with each cluster including between 312 and 1744 expressed genes (Figure 2, Table S3). 

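Genes were tested with limma on log2(CPM + 1), with all 17 libraries in a single model, all 15 pairs of groups compared, and a gene called at a 2-fold change and an adjusted p under 0.01. Adding 1 to each CPM holds down the fold change of genes with few reads. Testis has 2 libraries, so its spread is taken from all groups together. Reads were simulated with a single spread per gene for all groups, so groups or libraries that vary more are not covered. Known changes were placed in genes at 5 CPM or more in ovary, embryos of 0-5 hr or female carcass as the reference group. On these reads the test recovered 30% of 2-fold and 92% of 4-fold changes between embryos of 0-5 hr and ovary (12179 genes, 2 false calls). Between the embryo stages it recovered 36% and 96% (12041 genes, 1 false call), between testis and ovary 24% and 88% (12059 genes, 3 false calls) and between the carcasses 24% and 92% (11748 genes, 12 false calls). Changes near 2-fold are therefore mostly missed. Part of this loss comes from the cutoff itself, since a gene whose estimate falls under 2-fold is not called, so the 2-fold shares do not measure the power of the p-value alone.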

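Clustering was repeated on the 12152 genes with 15 clusters, and each rebuilt cluster was paired one to one with a cluster of Figure 2 by its profile over the 6 groups. The rebuilt clusters held 227 to 1579 genes. The largest, paired with Cluster-3, had its highest mean standardized level in male carcass (1.08) and female carcass (1.06) and its lowest in embryos of 0-5 hr (-1.08). The smallest, paired with Cluster-5, was high in embryos of 0-5 hr (0.75) and low in embryos of 6-11 hr (-1.33), with an r of only 0.30 to its partner in the figure. The other pairs had r from 0.524 to 0.997. Membership was 0.5 or more for 97.3% of genes, but only 60.5% and 72.8% of genes fell in the same paired cluster with 2 other random starts.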

In the following sections, we present the results from these analyses focusing on each developmental stage/tissue analyzed.

**Figure 2:**
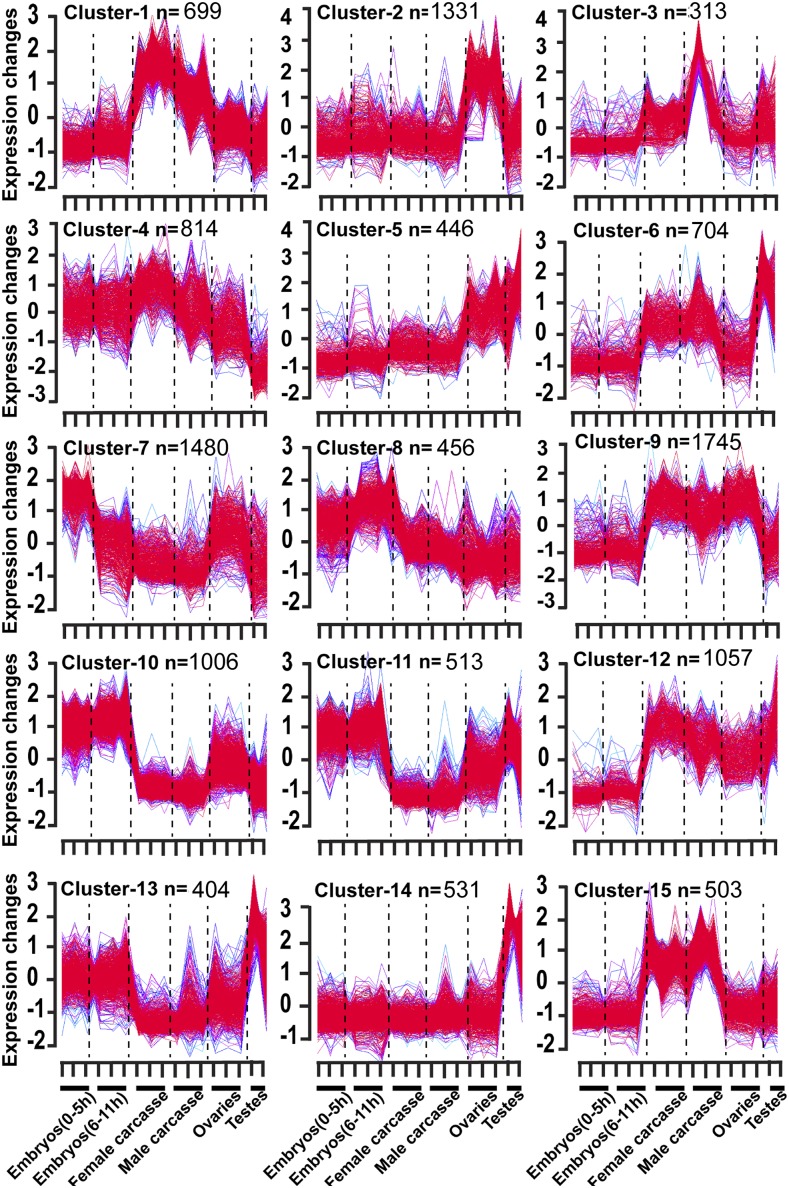
Stage specific changes in gene expression. Genes co-expressed in the *Tribolium* different embryo stages and tested tissues. The X-axis represents samples, samples 1-3 (embryo 0-5 hr), 4-6 (embryo 6-11 hr), 7-9 (female carcass), 10-12 (male carcass), 13-15 (ovary), and 16-17 (testis), with the Y-axis representing change in expression. Line color was assigned to each gene, with red (1) indicating high association in membership to the cluster. Purple, green or blue lines correspond to genes with lower membership values; “n” indicates number of genes assigned to each cluster.

### Identification of maternal gene expression in the Tribolium early embryo

We identified genes differentially expressed in the embryo (0-5 hr) as compared to the ovary, testis, embryo (6-11 hr), and male and female carcasses (Table S2). In pairwise comparisons of embryo (0-5 hr) to other tested samples as given in Table S4, 35 genes were found to be preferentially expressed in the early embryo (0-5 hr). Out of these 35 genes, twelve had homologs of maternal transcripts in the fly embryo (Table S4), including the *TC032769* (caudal) a homolog of the fly gene *(FBgn0000251)*, which is highly expressed in the fly embryo and involved in anterior/posterior patterning formation in the fly embryo. 

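In limma, 7 genes were higher in embryos of 0-5 hr than in each of the other 5 groups. TC001195 had 70.1 ± 4.93 CPM at 0-5 hr and 9.20 ± 0.966 CPM at 6-11 hr (log2 fold change of the later over the earlier stage -2.80, standard error 0.26, adjusted p = 3.79e-06 from limma), with means of 25.7 CPM in ovary, 21.9 in female carcass, 12.9 in male carcass and 4.70 in testis. The other genes were TC003498, TC013724, TC008844, TC005338, TC012657 and TC012680, of which TC012657 had the highest mean at 0-5 hr (167.7 CPM against 83.7 at 6-11 hr and 78.4 in ovary). TC001195 is also the gene with the largest decrease between the stages, and the other names were chosen after their values were seen. The count was 11 at an unadjusted p under 0.05, 13 with DESeq2, and 9 and 8 with edgeR's likelihood ratio and quasi-likelihood tests. It was 4 under library totals, 4 with 5 added to each CPM and 0 at a threshold of 2 on the log2 scale. Against the 4 adult groups alone, an alternative chosen after the data were seen, 621 genes were higher at 0-5 hr.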

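Caudal (TC032769) had 128 ± 4.16 CPM in embryos of 0-5 hr and 140 ± 19.4 CPM in embryos of 6-11 hr. The difference between the stages was small (log2 fold change of 0-5 hr over 6-11 hr -0.12, standard error 0.35, adjusted p = 0.886 from limma). Ovary had 24.1 ± 3.06 CPM, so that embryos of 0-5 hr were higher by 2.37 on the log2 scale (standard error 0.35, adjusted p = 2.35e-05 from limma). Female carcass had 11.6 ± 1.59 CPM and testis 3.87 ± 2.64 CPM (log2 fold change of 0-5 hr over testis 4.84, adjusted p = 1.95e-08 from limma). Male carcass had 22.14 ± 16.2 CPM, with 40.8 CPM in library S11.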

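Against the ovary alone, 1069 genes were at least 2-fold higher in embryos of 0-5 hr at an adjusted p under 0.01 from limma. The largest increase was in TC006593, with 143.5 ± 9.59 CPM in the embryos and 13.9 ± 2.94 CPM in ovary (log2 fold change 3.30, standard error 0.22, adjusted p = 6.70e-09 from limma). TC010369 followed with 188.2 ± 6.15 CPM and 24.0 ± 1.06 CPM (2.92, standard error 0.11, adjusted p = 1.02e-10 from limma). Of the 1069 genes, 572 had their highest mean in embryos of 6-11 hr, 360 in embryos of 0-5 hr and 93 in testis. Only 46 of all genes were higher by 2 or more on the log2 scale. The count was 555 under library totals alone.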

When compared only to the ovary, 62 genes were expressed more than twofold higher in embryo (0-5 hr). Out of these, 20 genes had fly homologs that were also expressed in the fly embryo (Table S4). 

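More genes fell than rose between ovary and embryos of 0-5 hr, and 3671 genes were at least 2-fold lower in the embryos (limma, adjusted p under 0.01). TC015344 had 0.990 ± 0.287 CPM in the embryos and 2507 ± 743 CPM in ovary (log2 fold change -10.26, standard error 0.75, adjusted p = 3.64e-08 from limma), and TC003110 had 1.5 ± 0.288 CPM in the embryos (-10.24, adjusted p = 3.76e-08 from limma). In 2052 of the 3671 genes the embryo mean was under 1 CPM. Few of these genes are limited to the ovary, since 3015 were also higher in female carcass than in the embryos and the highest mean was in female carcass for 1563, in testis for 835, in male carcass for 661 and in ovary for 610. Lower genes made up 77.5% of all calls, 69.9% with RLE factors and 88.3% under library totals, which move the median gene from -0.05 to -0.28 on the log2 scale. With 5 in place of 1 added to each CPM, 2319 genes were lower. At a threshold of 2 on the log2 scale, 2183 genes were lower.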

In strong contrast, comparing gene expression between the early embryo (0-5 hr) to ovary revealed 3639 genes with reduced expression (Table S5). Of these, 1833 genes had a more than fourfold decrease expression in the early embryo (0-5 hr) as compared to ovary, with 27 genes decreased by more than tenfold (Table S5). These genes largely correspond to Cluster-2, which included 1331 genes highly expressed in the ovary (Figure 2), and include those important for the formation and maintenance of this tissue as well as maternally synthesized products required for oocyte formation and early embryogenesis.

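On the log2(CPM + 1) scale, 2183 of these genes were at least 4-fold lower in embryos of 0-5 hr and 736 were at least 10-fold lower (limma). The highest mean was in female carcass for 947 of the 2183 genes and in ovary for 460. Among the 736 genes it was in female carcass for 338 and in ovary for 209. Both counts rest on how low values are handled, because many of these genes have under 1 CPM in the embryos. With 0.1 added to each CPM they were 3276 and 1961, with 5 added they were 741 and 201, and edgeR's likelihood ratio test on reads gave 3531 and 2381. The paper's fold changes for single genes come near log2 units. With 4 and 10 taken as log2 units, the counts were 407 and 3 in limma and 1759 and 26 with the likelihood ratio test.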

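The rebuilt cluster paired with Cluster-2 (r 0.852 over the 6 groups) held 493 genes. Its mean standardized level was highest in ovary (1.47), followed by testis (0.56), and lowest in embryos of 0-5 hr (-0.85). Of its genes, 427 (86.6%) were among those lower in embryos of 0-5 hr than ovary, which is 11.6% of the lower genes. With 493 genes it was too small to hold most of the 3671 lower genes. Larger parts of the lower genes fell in the rebuilt Cluster-9 (31.9%), Cluster-3 (21.5%) and Cluster-12 (20.6%), which were high in adult carcasses. The cluster held 223 and 473 genes with 2 other random starts.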

As the best studied model system for insect development outside of *Drosophila*, we sought to better identify homologs of maternally deposited *Tribolium* genes that were also maternal in *Drosophila* (Preuss *et al.* 2012; Arbeitman *et al.* 2002) (Figure 3). 

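Rebuilt Clusters-2, -7 and -10 held 2927 genes, or 24.1% of the genes tested. The number was 1705 and 3048 with 2 other random starts and 2198 on CPM without logarithms. A set that does not rest on clustering, genes at 5 CPM or more in every ovary and every 0-5 hr embryo library, had 7664 members. Of these, 6804 were at 5 CPM or more in all 17 libraries, so most of the set is not particular to ovary and embryo.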

Among Clusters-2, -7, and -10 we identified 3,817 *Tribolium* genes with expression patterns consistent with those of maternal genes, or 31.02% (maternally deposited) of total transcripts sequenced in this study. In particular, Cluster-7 was assigned genes with higher expression in the *Tribolium* early embryo (0-5 hr) and ovary, but decreased expression after 5 hr (Figure 2). 

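Rebuilt Cluster-7 (1220 genes, r 0.775 with the figure) had mean standardized levels of 0.94 in embryos of 0-5 hr, 0.93 in embryos of 6-11 hr and 0.31 in ovary, so it showed no decrease between the stages. Of its genes, 27 (2.21%) were lower at 6-11 hr and 5 were higher (limma, 2-fold change, adjusted p under 0.01). With 2 other random starts the paired cluster held 374 and 1462 genes, and on CPM without logarithms 491. A fall after 5 hr was seen in rebuilt Cluster-5 (227 genes), with 0.75 at 0-5 hr, 0.51 in ovary and -1.33 at 6-11 hr. Of its genes, 109 (48%) were lower at 6-11 hr, which is 42.6% of all genes lower at that stage. It was paired with Cluster-5 of the figure at an r of only 0.30, so the lack of a fall in rebuilt Cluster-7 may rest on the pairing. Among the 7664 genes at 5 CPM or more in every ovary and 0-5 hr library, 247 were lower at 6-11 hr, 20 were higher and 7397 were not called. By mean CPM alone, called or not, 60 of the 7664 were at least 3-fold lower. CPM are relative to the other genes of a library, so a loss of RNA shared by most genes would not show here. TC009494 fell from 641.7 ± 56.8 CPM at 0-5 hr to 102.1 ± 2.26 CPM at 6-11 hr (log2 fold change -2.64, standard error 0.12, adjusted p = 1.42e-08 from limma).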

For comparison in *Drosophila*, most maternal genes decrease expression by more than threefold within 6.5 hr of embryonic development or zygotic expression initiation (Arbeitman *et al.* 2002). From prior published studies, we identified 1,439 known maternal genes from *Drosophila* and used these to identify homologs in our dataset, specifically in Cluster-2, 7 and Cluster-10 (Figure 3). Out of 1,439 known *Drosophil*a maternal genes, 71 and 123 homologs of known *Drosophila* maternal genes were identified in Cluster-2 and -7 respectively (Figure 3). For example, *TC002055* present in Cluster-7 is a homolog of *D. melanogaster FBgn0026181*, which is expressed during oogenesis in ovary and deposited to the egg (Verdier *et al.* 2006). 

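TC002055 had 27.2 ± 0.899 CPM in embryos of 0-5 hr and 26.6 ± 6.49 CPM in embryos of 6-11 hr (log2 fold change -0.05, standard error 0.35, adjusted p = 0.960 from limma). This small difference changed sign without replicate S4 (0.03) and without replicate S5 (0.05). Ovary had 16.9 ± 1.31 CPM and did not differ from embryos of 0-5 hr at the threshold (log2 fold change of embryo over ovary 0.66, adjusted p = 0.0955 from limma). The highest level by far was in testis, at 560.3 ± 227 CPM (log2 fold change over ovary 4.91, standard error 0.39, adjusted p = 2.14e-08 from limma). Male carcass had 18.1 ± 10.2 CPM and female carcass 2.30 ± 0.664 CPM, and the gene fell in rebuilt Cluster-14.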

*TC015003*, is a homolog of the *Drosophila* FBgn0026206 (*meiotic P26*) (GO:0051321, meiotic cell cycle), which is expressed during oogenesis and was classified as a maternally loaded expressed gene in the fly embryo (Arbeitman *et al.* 2002). Similarly, the *Tribolium intersex* gene (sex determination) had high expression in early embryo (Figure 2, Cluster-7), and the fly homolog of this gene, *FBgn0001276*, is also highly expressed in the fly embryo (Arbeitman *et al.* 2002). 

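TC015003 had 3.28 ± 0.446 CPM in embryos of 0-5 hr, 4.66 ± 2.07 CPM in embryos of 6-11 hr and 8.05 ± 0.718 CPM in ovary. Its highest mean was in female carcass (12.7 ± 1.44 CPM), with 7.70 ± 2.88 CPM in male carcass and 2.72 ± 0.937 CPM in testis. It was lower in embryos of 0-5 hr than in ovary (log2 fold change -1.08, standard error 0.30, adjusted p = 0.00384 from limma), and the embryo stages did not differ at the threshold (0.33, adjusted p = 0.486 from limma). The call against ovary ended without replicate S2 (adjusted p = 0.0107), S3 (0.0174), S13 (0.0144) or S14 (0.0122) in limma, and with RLE factors (log2 fold change -0.99).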

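Rebuilt Cluster-10 (r 0.997 with the figure) held 1214 genes. Its mean standardized level was 1.05 in embryos of 0-5 hr, 1.16 in embryos of 6-11 hr and 0.15 in ovary, and it was negative in testis (-0.84), female carcass (-0.77) and male carcass (-1.03). Of its genes, 356 were higher in embryos of 0-5 hr than ovary and 10 were lower (limma, 2-fold change, adjusted p under 0.01). By level alone, 7552 genes were at 5 CPM or more in every ovary and embryo library, and 51 of them were under 5 CPM in every other library.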

Cluster-10 was assigned 1006 genes expressed in both embryo stages and also in the ovary. Of these, 89 were found to have homologs to known maternal genes that persisted during embryogenesis (Figure 3, Cluster-10). For example, *myd88* (*FBgn0033402*) is a known fly maternal gene present in Cluster-10, *myd88* (*TC003185*) is co-expressed in the *Tribolium* early embryo, zygotic stage and ovary.

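*myd88* (TC003185) had 66.0 ± 6.80 CPM in embryos of 0-5 hr, 80.2 ± 2.86 CPM in embryos of 6-11 hr and 52.0 ± 2.99 CPM in ovary. Levels elsewhere were similar, at 57.1 ± 2.07 CPM in female carcass, 56.6 ± 2.30 CPM in male carcass and 61.7 ± 14.4 CPM in testis. No pair of groups differed by 2-fold. Embryos of 0-5 hr were above ovary by 0.34 on the log2 scale (standard error 0.11, adjusted p = 0.0127 from limma), and embryos of 6-11 hr were above those of 0-5 hr by 0.28 (standard error 0.11, adjusted p = 0.0862 from limma).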

**Figure 3:**
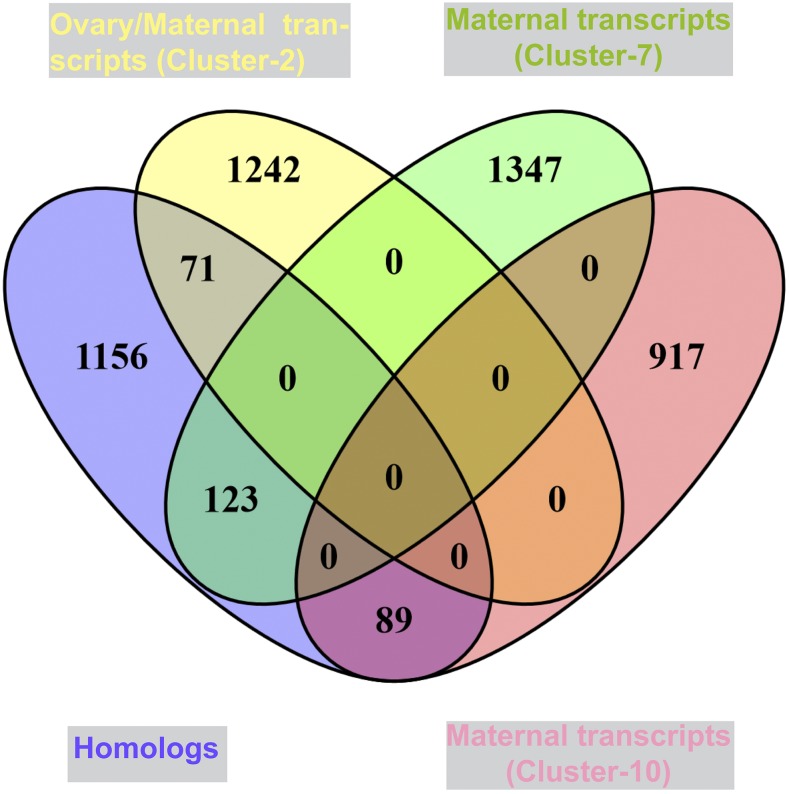
Cluster of highly co-expressed genes in the *Tribolium* ovary and embryo. Genes expressed and grouped together in the *Tribolium* ovary (maternal genes) is shown in Cluster-2 (yellow filled color oval). Genes co-expressed in the *Tribolium* embryo (0-5 hr) and ovary (maternal genes and reduced in expression rapidly) is shown in the Clusters-7 (green filled color oval). Genes co-expressed in both embryo stages and ovary is grouped together in Cluster-10, coral filled color oval (maternal genes). The purple filled color oval represents the known maternal genes. The overlap represents the known maternal genes in *Tribolium*.

### Differential expression of genes in the Tribolium zygote

While comparisons between transcript levels in ovary and early embryos can reveal maternally-derived gene products, comparisons with later stage embryos were designed to reveal early zygotic transcripts. At 25°, the embryonic development time of *T. castaneum* is significantly longer than that of *Drosophila*, and the *Tribolium* embryo at less than 5 hr is referred as pre-zygotic (Ninova *et al.* 2016). When we compared post-zygotic embryo (6-11 hr) and pre-zygotic embryo (0-5 hr) samples, 719 genes were identified as early zygotic genes in the *Tribolium* embryos (6-11 hr), with increased expression as compared to early embryo (0-5 hr) (Table S6; Figure S3). This includes gene *TC005375*, whose transcripts were substantially up-regulated in embryo (6-11 hr) compared to all tested samples (Table S6). 

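Of the 12152 genes, 247 were higher in embryos of 6-11 hr than of 0-5 hr and 256 were lower (limma, 2-fold change, adjusted p under 0.01). After TC005375, the largest increase was in TC014688, with 42.9 ± 32.9 CPM at 6-11 hr and 0.277 ± 0.104 CPM at 0-5 hr (log2 fold change 4.53, standard error 0.59, adjusted p = 9.75e-05 from limma). Most of the 247 genes are also expressed in adults, since their highest mean was in female carcass for 140, in testis for 34, in ovary for 30, in embryos of 6-11 hr for 24 and in male carcass for 19. The count rests on library S6. Without replicate S6 it was 767, of which 234 were among the 247, and in these 767 genes S6 lay at a median position of 0.101 between the 0-5 hr mean (0) and the mean of S4 and S5 (1), while it was 59 without S4 and 58 without S5. It was 103 without S1, 117 without S2 and 92 without S3. Tests on reads gave 1181 genes with edgeR's likelihood ratio test and 1173 with DESeq2, and the cause of the rise was not tested. At a threshold of 2 on the log2 scale, 81 genes were higher and 10 lower. The count of higher genes was 63 with only the groups compared in the fit, 74 with 5 added to each CPM and 598 with 0.1 added. From the increase after 5 hr, the paper concludes that such genes are early zygotic genes.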

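TC005375 was close to absent in embryos of 0-5 hr, with 2 reads over the 3 libraries against 4843 reads in embryos of 6-11 hr. The ratio of levels was 3085 (95% interval 853.6 to 25480, exact Clopper-Pearson, for counting error only). At 6-11 hr the mean was 55.9 ± 42.6 CPM, with 78.4 CPM in S4, 82.6 in S5 and 6.79 in S6. The log2 fold change between the stages was 5.19 (standard error 0.78, adjusted p = 0.000375 from limma). Female carcass had 5.07 ± 5.45 CPM, testis 2.08 ± 1.61, male carcass 1.81 ± 1.26 and ovary 0.853 ± 0.0836. Against female carcass the log2 fold change was 3.00 (adjusted p = 0.00241 from limma), and this call ended without replicate S4 (adjusted p = 0.0148), S5 (0.0150) or S9 (0.0137) in limma.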

*TC005375* is a homolog of *D. melanogaster FBgn0002565* (Larval serum protein2) in *Tribolium*. Additionally, expression of *TC015380* (homolog of *D. melanogaster FBgn0033464*) increased more than fourfold in 6-11 hr embryos in comparison 0-5 hr embryos. 

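TC015380 had 0.264 ± 0.0792 CPM in embryos of 0-5 hr and 5.56 ± 3.64 CPM in embryos of 6-11 hr (log2 fold change 2.16, standard error 0.42, adjusted p = 0.00240 from limma). It was no longer called without replicate S1 (adjusted p = 0.0123), S2 (0.0101), S4 (0.0169) or S5 (0.0162) in limma. The ratio of the mean CPM was 21.1, or 4.40 on the log2 scale. Adults had more of this transcript, with 45.4 ± 22.2 CPM in testis, 30.7 ± 2.10 CPM in female carcass, 25.0 ± 8.38 CPM in male carcass and 4.84 ± 1.21 CPM in ovary. Embryos of 6-11 hr were below female carcass by -2.49 on the log2 scale (adjusted p = 5.03e-05 from limma).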

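In limma, 15 genes were higher in embryos of 6-11 hr than in each of the other 5 groups. They include TC005375 and TC014688, and in TC014688 every adult group had a mean of 2.36 CPM or less. The count was 0 without replicate S4 (6 genes at an unadjusted p under 0.05), 1 without replicate S5 and 8 without replicate S6, of which 2 were among the 15. It was 15 with DESeq2, 13 with edgeR's likelihood ratio test and 10 with its quasi-likelihood test.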

In the *Tribolium* embryo (6-11 hr), fifteen genes were identified with significantly increased expression in pairwise comparisons with each of the other tested samples (Table S6); out of these, nine had homologs that are early zygotic genes in the fly (Table S6). Genes that are expressed constitutively, particularly in the early embryo, could be potential candidates to use for gene drive systems in insects (Buchman *et al.* 2018).

Cluster-10 (n = 1006 genes) included many genes with high expression in early embryo (0-5 hr), embryo (6-11 hr) and ovary samples. This may represent the persistence of maternal transcripts or, more likely, continued expression during the early zygotic phase.

We identified many genes with expression in both early embryos (0-5 hr) and embryos (6-11 hr) as shown in Figure 2, Cluster-8, which are not expressed in other tested samples. 

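Rebuilt Cluster-8 (837 genes, r 0.816 with the figure) had its highest mean standardized levels in embryos of 6-11 hr (0.98) and 0-5 hr (0.87). Female carcass (-0.13), ovary (0.03) and male carcass (-0.50) were near the average, and only testis was far below it (-1.86). The cluster held 344 and 366 genes with 2 other random starts and 1293 on CPM without logarithms. By level, 15 genes were at 5 CPM or more in every embryo library and under 5 CPM in every adult library. Caudal (TC032769) was in this cluster here and on CPM without logarithms, and in Cluster-10 with both other starts.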

Known zygotic genes were used as queries to identify the any homologs of zygotic expressed genes in *Tribolium*. In cluster analysis, the expression profile pattern of 456 *Tribolium* genes in the embryo samples was similar to that of 137 known zygotic genes in *D. melanogaster* (Figure 2; Cluster-8; Table S6). 

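Of TC030997, TC008514, TC009052, TC015380 and TC033031, only TC015380 was called higher in embryos of 6-11 hr than of 0-5 hr. TC030997 rose from 1.31 ± 0.10 to 5.34 ± 3.33 CPM (log2 fold change 1.27, standard error 0.34, adjusted p = 0.0156 from limma). It was called with DESeq2 (2.02), with edgeR's quasi-likelihood test (2.03) and without replicate S6 (1.84). TC008514 had 24.7 ± 2.67 and 28.7 ± 2.75 CPM (0.21, adjusted p = 0.437 from limma), and TC033031 had 0.146 ± 0.105 and 0.437 ± 0.367 CPM (0.30, adjusted p = 0.531 from limma). TC009052 had 3.17 ± 0.210 and 3.22 ± 0.745 CPM (0.00, adjusted p = 0.996 from limma), with a change of -0.04 without S3, -0.14 without S5 and -0.04 under library totals. All 5 genes had their highest mean in testis, at 21.0 ± 4.36 CPM for TC030997, 576.8 ± 158 for TC008514, 106.6 ± 2.36 for TC009052 and 10.5 ± 1.83 for TC033031. TC030997, TC015380 and TC033031 fell in rebuilt Cluster-12, and TC008514 and TC009052 in rebuilt Cluster-3 (in Cluster-12 on CPM without logarithms).

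**Figure D3:**
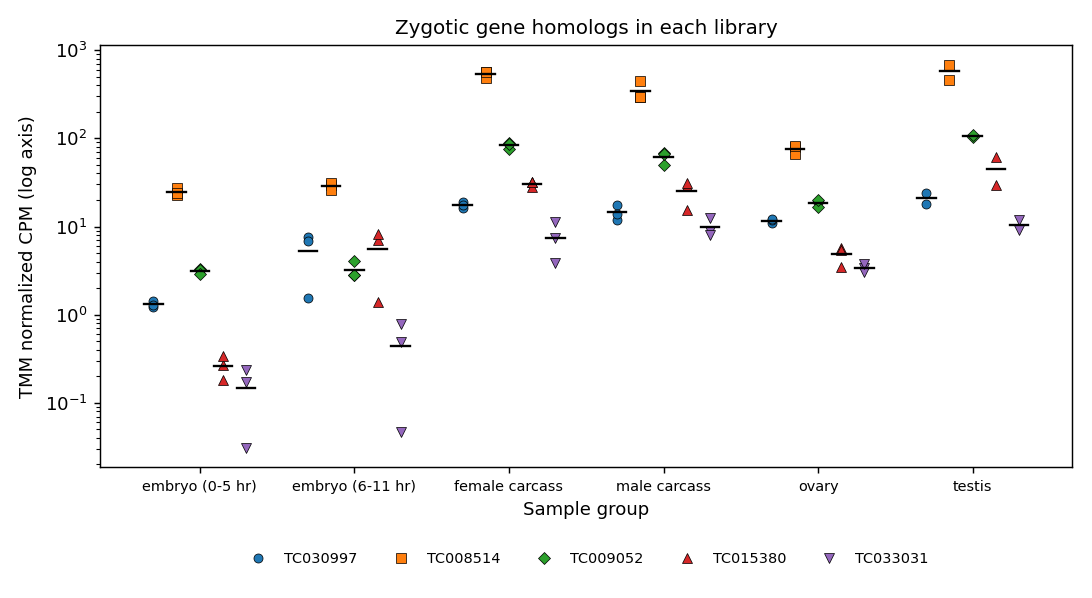
CPM of TC030997, TC008514, TC009052, TC015380 and TC033031 in each library (log axis) by sample group. Points are libraries and black bars are group means, and for each gene the embryo means lie below the carcass and testis means (for TC009052, 3.17 and 3.22 CPM in embryos against 60.95 CPM or more in carcasses and testis).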

Five previously characterized early zygotic genes (*TC030997*, *TC008514*, *TC009052*, *TC015380* and *TC033031*) present in Cluster-8 were significantly up-regulated in the *Tribolium* embryos (6-11 hr).

### Identification of genes highly expressed in the Tribolium male germ-line

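Rebuilt Cluster-14 (r 0.978 with the figure) held 619 genes, with a mean standardized level of 2.19 in testis and between -0.64 and -0.01 in every other group. Of its genes, 477 (77.1%) were higher in testis than in ovary and both carcasses (limma, 2-fold change, adjusted p under 0.01). Another 649 of these testis genes were in rebuilt Cluster-6, which was also high in male carcass (0.59). By level, 320 genes were at 5 CPM or more in both testis libraries and under 5 CPM in every library other than testis and male carcass.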

Cluster-14 was assigned 531 genes, with expression observed primarily in the testis (Figure 2, Table S3). 

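A total of 1769 genes were higher in testis than in ovary, female carcass and male carcass (limma, 2-fold change, adjusted p under 0.01 in each comparison). Simulated data without differences gave 0, and lists of the same lengths drawn independently would share 200.1 genes. Neither value tests the overlap, because the simulation held no real differences and the independent lists leave out that the comparisons share libraries. The highest mean over the 6 groups was in testis for 1721 of the 1769 genes. The leading gene against the mean of the carcasses was TC033076 (log2 fold change 8.39, standard error 0.48, adjusted p = 2.80e-10 from limma). TC015787 was next (7.92, standard error 0.43, adjusted p = 4.02e-10 from limma), with 433838 reads in the 2 testis libraries. At a threshold of 2 on the log2 scale, 958 genes were called.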

Pairwise comparisons with other samples (Figure 4A-J) revealed 1,014 genes with increased expression in the testis when compared to the ovary, female and male carcasses (Figure 5, Table S7). Genes highly expressed in the *Tribolium* testis were examined for homologs from *D. melanogaster*, leading to the identification of 272 genes with orthologs known to be expressed preferentially in the testis- of the fly (Table S7). Differential high expression of genes in the testis may play specific roles in spermatogenesis and development. For example, the gene *TC032055* had the highest expression (greater than tenfold change) in testis as compared to the other samples as shown in Table S7. This gene is a homolog of *D. melanogaster FBgn0036093* that has a domain of unknown function. 

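TC032055 had 988.4 ± 634 CPM in testis, with 540.3 and 1437 CPM in the 2 libraries, and 0.786 ± 0.522 CPM in ovary. The log2 fold change was 8.99 (standard error 0.41, adjusted p = 7.50e-11 from limma), and the ratio of the means was 1258, or 10.3 on the log2 scale. Male carcass had 20.4 ± 10.2 CPM (log2 fold change of testis 5.48, standard error 0.41, adjusted p = 8.77e-09 from limma). Female carcass had 1.43 ± 0.266 CPM and the embryo stages 0.268 ± 0.139 and 0.259 ± 0.173 CPM.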

*FBgn0036093* has two transcripts and two different polypeptides and has expression observed during the pupal period and in adult males. The *Tribolium* homolog has two transcripts (XM_008203121.2 and XR_001575917.1).

**Figure 4:**
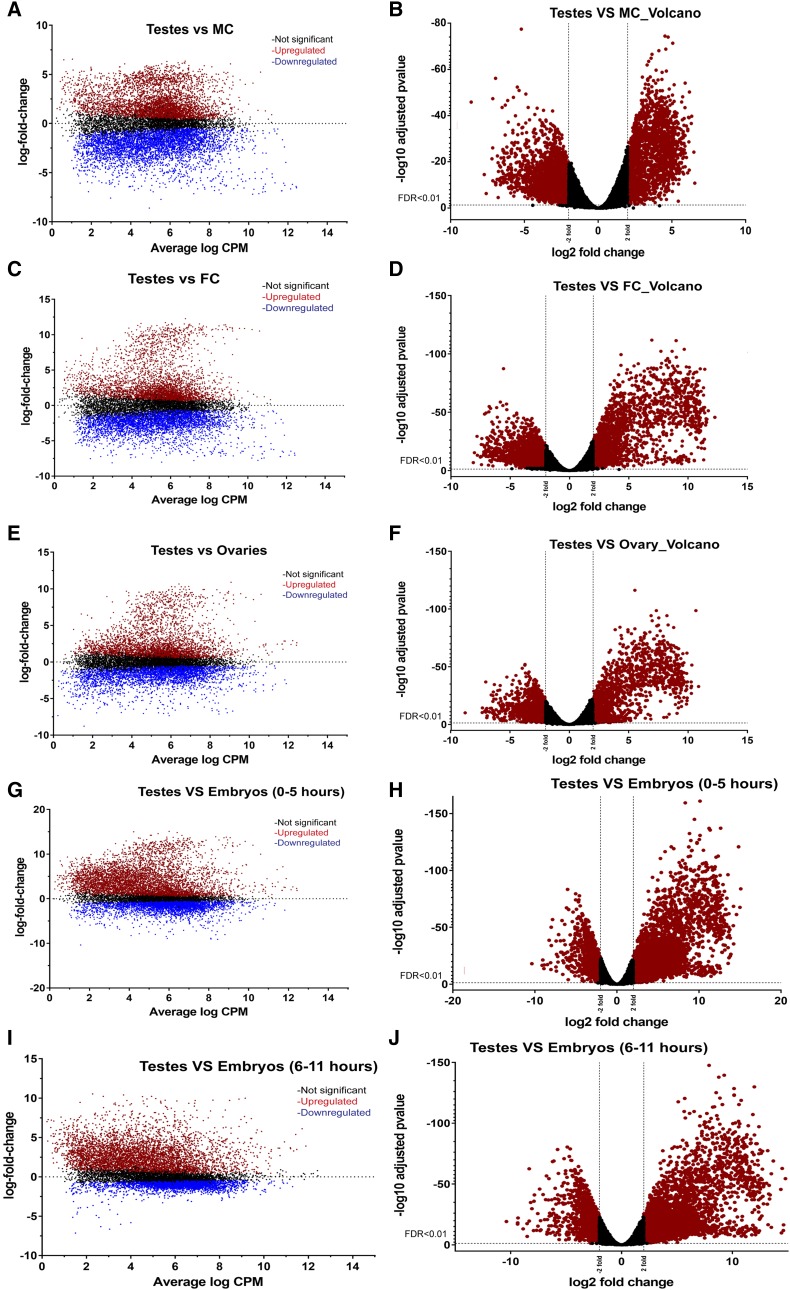
Gene expression patterns in the *Tribolium* testis. Differential genes expression in the *Tribolium* testis compared to male carcass (A –B), female carcass (C-D) ovary (E-F), embryo (0-5 hr) (G-H) and embryo (6-11 hr) (I-J). Colored dots represent individual differentially expressed genes. Red and blue color dots indicate significantly differentially expressed genes; red colored dots on Volcano plots are significant and above twofold or below twofold. N= number of genes DE in greater than or equal to twofold change or lesser than or equal to twofold change.

**Figure 5:**
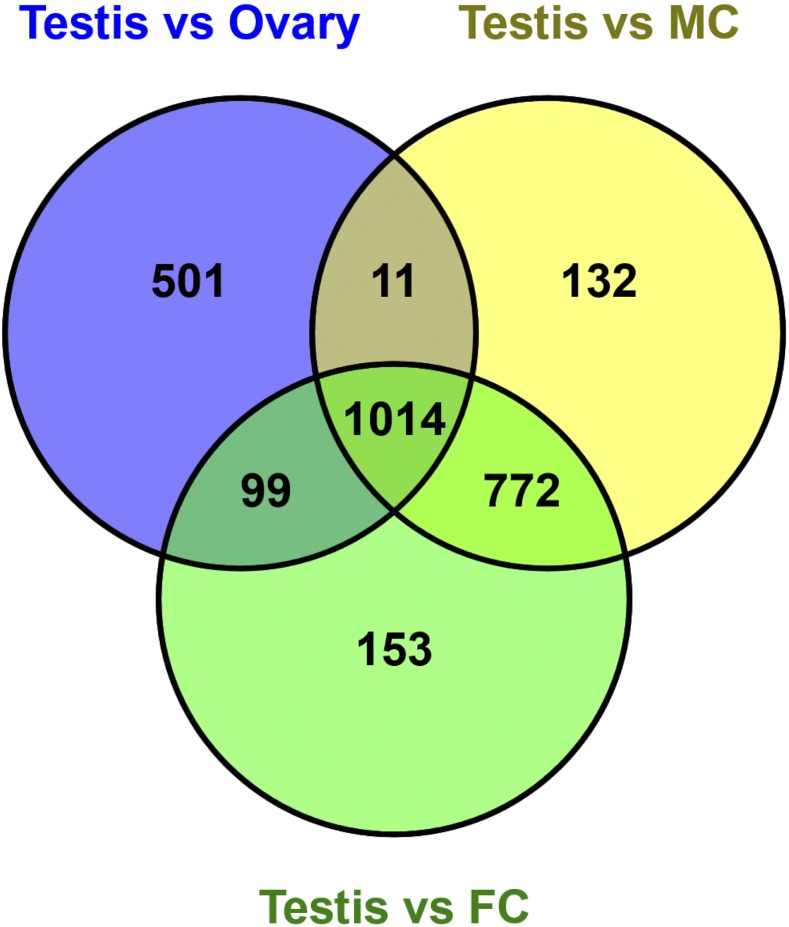
Differential increased gene expression in the *Tribolium* testis. Venn diagrams showing highly expressed genes in the *Tribolium* testis compared to ovary, male and female carcasses.

Similarly, another gene highly expressed in the testis was *TC006703*, which codes for the DNA double-strand break repair Rad50 ATPase. 

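Rad50 (TC006703) had 932.4 ± 181 CPM in testis. Male carcass followed with 41.3 ± 19.2 CPM, then embryos of 6-11 hr with 17.8 ± 0.844, embryos of 0-5 hr with 15.1 ± 1.25, ovary with 11.3 ± 1.89 and female carcass with 1.009 ± 0.733 CPM. Testis was above ovary by 6.24 on the log2 scale (standard error 0.34, adjusted p = 2.89e-10 from limma) and above female carcass by 8.91 (standard error 0.34, adjusted p = 1.33e-11 from limma).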

Transcript abundance for this gene ranges from a peak of moderately high expression in testis to very low expression in female carcass (Table S7). Rad50 ATPase is an essential component of MRN (Mre11-Rad50-Nbs1) complex; its molecular function is involved in 3′-5′ exonuclease activity and in biological process double-strand break repair via homologous recombination. The MRN complex contributes to processes such as recombination, DNA damage repair, genome stability and meiosis in germ cells. In *Drosophila*, Rad50 also forms a complex with Mre11 to cap telomeres during embryogenesis. Its abundance in the *Tribolium* testis may signify a special need for homology-based DNA repair during spermatogenesis.

Eleven Tubulin family members from the genome of *T. castaneum* were previously described; these were characterized as alpha tubulins, beta tubulins, gamma tubulins, delta tubulins and epsilon tubulins (Siebert *et al.* 2008). *β_2_-tubulin* specific *cis*-elements from different insects such as *D. melanogaste*r, *B. mori*, *A. aegypti* and *A. gambiae* have been used to drive transgene expression in the testis (Michiels *et al.* 1989; Xu *et al.* 2015; Smith *et al.* 2007; Catteruccia *et al.* 2005). We identified four different β-tubulin homologs *TC009589*, *TC034766*, *TC010829*, and *TC009035* from *T. castaneum* reference genome (Figure S4A). The genetic structure of these four β-tubulins homologs from *T. castaneum* is described in the Figure S4B. 

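The 4 β-tubulin homologs differed in where they were expressed. TC009035 had 4569 ± 314 CPM in testis, 245.2 ± 108 CPM in male carcass and 8.03 ± 5.33 CPM in ovary, and 2.26 CPM or less on average in female carcass and both embryo stages. In male carcass it had 124 CPM in S10, 329.4 in S11 and 282.3 in S12. TC009589 was abundant everywhere, from 1863 ± 75.7 CPM in embryos of 6-11 hr down to 293.7 ± 7.38 CPM in testis. TC010829 had 116.1 ± 18.2 CPM in male and 104.9 ± 22 CPM in female carcass and 9.80 ± 5.53 CPM in testis. TC034766 ranged from 24.6 ± 0.761 CPM in embryos of 0-5 hr to 97.8 ± 34.6 CPM in female carcass, with 74.2 ± 3.85 CPM in testis.

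**Figure D4:**
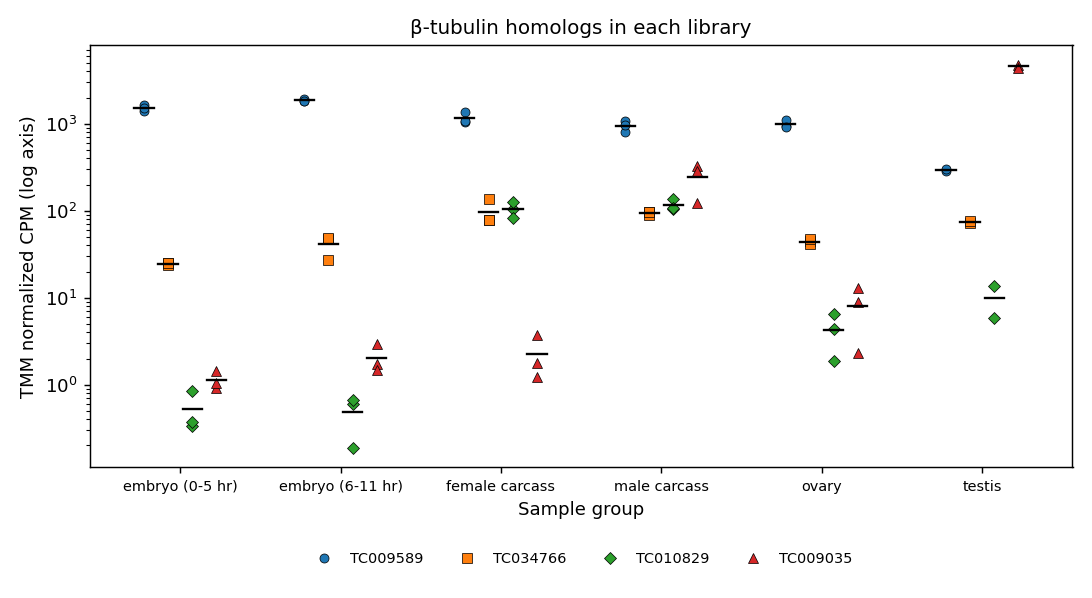
CPM of the β-tubulin homologs TC009589, TC034766, TC010829 and TC009035 in each library (log axis) by sample group. Points are libraries and black bars are group means, and TC009035 stands at 4347 and 4791 CPM in testis and at 12.9 CPM or less in every ovary, female carcass and embryo library.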

We found that only *TC009035* was highly expressed (ninefold over other tissues) in testis (Table S7). *TC009035* is a homolog of *D. melanogaster* β-Tub85D (*CG9359*) and *CG9222* (*FBgn0031784*), with the β-Tub85D gene highly expressed in the *D. melanogaster* testis (Graveley *et al.* 2011). In *Drosophila*, this gene is transcribed in late third larval instar before the onset of meiosis in the developing testis and remains active throughout adulthood (Kemphues *et al.* 1982). A lower level of expression for β-Tub85D was also reported in other tissues such as in adult carcass and larval fat body (Gelbart and Emmert 2013).

To validate RNAseq data for genes expressed predominantly in the testis, we performed qPCR analysis as an independent measure of gene expression levels for *TcRad50*, *Tc-β_2_-tubulin* and an *enolase* gene. In each case, the qPCR data analysis demonstrated robust expression in the *Tribolium* testis (Figure 6 A-D), confirming our RNAseq data and analysis.

**Figure 6:**
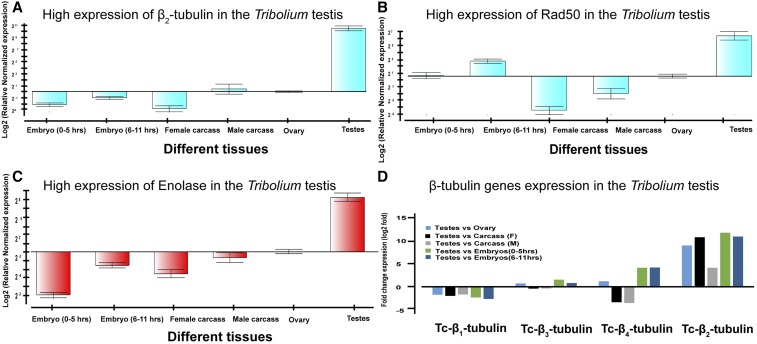
Quantitative real time PCR based validation of highly expressed genes in the testes. Normalized expression of *β_2_-tubulin* (A), *Rad50* (B) and *Enolase* (C) was determined in testis tissue compared to ovary, male carcass, female carcass, embryo (0-5 hr) and embryo (6-11 hr) based on qPCR analysis. Fold change expression of four *β-tubulins* (*Tc-β_1_*, *Tc-β_2_*, *Tc-β_3_* and *Tc-β_4_ tubulin*) in testis compared to ovary, male carcass, female carcass, embryo (0-5 hr) and embryo (6-11 hr) based on RNA seq analysis (D).

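Testis was above ovary by 9.21 on the log2 scale for TC009035 (standard error 0.51, adjusted p = 4.12e-10 from limma). For the same gene, testis was above male carcass by 4.33 (adjusted p = 1.53e-06 from limma), female carcass by 10.53, embryos of 0-5 hr by 11.07 and embryos of 6-11 hr by 10.58. Male carcass was itself above female carcass by 6.20 (standard error 0.46, adjusted p = 3.16e-07 from limma). TC009589 was lower in testis than in ovary (log2 fold change -1.75, standard error 0.14, adjusted p = 2.82e-08 from limma). The differences of TC034766 (0.74, adjusted p = 0.0121 from limma) and TC010829 (1.05, adjusted p = 0.0205 from limma) from ovary did not pass the threshold, and TC010829 was lower in testis than in female carcass (-3.37, adjusted p = 6.81e-07 from limma).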

### Differential gene expression in the Tribolium female germ-line

As stated above, the analysis of genes assigned to Cluster-2 revealed a group of genes that are transcribed in ovary and deposited into embryo but rapidly reduced in expression in embryo. Cluster-2 was assigned 1331 genes, out of which 71 were *Tribolium* homologs of fly female-biased genes, which were transcribed only in the ovary and may have a role in ovary tissue development and oocyte synthesis. 

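Genes seen in the ovary alone were few. In the 17 libraries, 120 genes were at 5 CPM or more in every ovary library and under 5 CPM in every other library. Of the 493 genes in the cluster paired with Cluster-2, 187 (37.9%) were higher in ovary than in testis and both carcasses, and 162 were higher in both gonads than in both carcasses (limma, 2-fold change, adjusted p under 0.01).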

Two genes out of these 71 genes were *TC009818* (homolog of *D. melanogaster FBgn0020278*; *loco*) and *TC013108* (homolog of *D. melanogaster FBgn0003187*; *quail*) which have a role in oocyte dorsal/ventral axis specification and ovarian nurse cell to oocyte transport respectively. 

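*loco* (TC009818) had 89.8 ± 8.31 CPM in ovary, below female carcass (197.2 ± 21.1), male carcass (146.3 ± 18.8) and embryos of 0-5 hr (131.6 ± 9.96) and above testis (56.5 ± 0.546). It was lower in ovary than in female carcass (log2 fold change -1.12, standard error 0.15, adjusted p = 6.26e-06 from limma), and its difference from testis was under 2-fold (0.66, adjusted p = 0.00250 from limma). *quail* (TC013108) had 28.1 ± 0.380 CPM in ovary, 60.5 ± 6.6 in female carcass, 38.8 ± 3.20 in male carcass and 13.4 ± 1.16 in testis. It was higher in ovary than in testis (1.01, standard error 0.17, adjusted p = 7.97e-05 from limma) and lower than in female carcass (-1.08, adjusted p = 1.29e-05 from limma). The call of *quail* against testis ended without replicate S16 (0.93) and with RLE factors (0.99), and that against female carcass ended without replicate S8 (-0.99). Under library totals the ovary fell below female carcass by only -0.38 for *loco* and -0.35 for *quail*, and neither was called.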

*D. melanogaster loco* may be required for nurse cell dumping during oogenesis (Pathirana *et al.* 2001). Mutations in *D. melanogaster quail* result in female sterility (Mahajan-Miklos and Cooley 1994). Our data suggests that the homologs of these two genes may be needed for egg production during oogenesis (Figure 2, Cluster-2). As an alternative method to identify differentially expressed genes in ovary, we compared gene expression profiles in ovary to all tested samples (Figure S5A-H), considering a threshold of greater than or equal to twofold change in gene expression in ovary as compared to testis, female and male carcasses at an FDR value < 0.01 (Table S8). 

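In limma, 631 genes were higher in ovary than in testis and both carcasses at a 2-fold change and an adjusted p under 0.01. Simulated data without differences gave 0, and independent lists of the same lengths would share 99.5 genes, a value that leaves out the libraries these comparisons share. As for testis, neither value tests the overlap. The embryos shared most of the 631 genes, since the highest mean was in ovary for 278 genes, in embryos of 6-11 hr for 212 and in embryos of 0-5 hr for 141. TC031368 led against the mean of the carcasses, with 1131 ± 387 CPM in ovary and 17.2 ± 19.1 CPM in carcasses (log2 fold change 6.59, standard error 0.50, adjusted p = 1.56e-08 from limma), followed by TC003110 (6.57, adjusted p = 4.37e-07 from limma). Under library totals 1929 genes were called, and at 2 on the log2 scale 212 were.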

By this method, 281 genes were identified as differentially expressed in the ovary tissue as compared to all other samples (Figure 7; Table S8). Such genes are good candidates for donating *cis*-acting control elements. For example, *TC034053*, which has greater than threefold (q-value 8.99x10^−18^) increased expression in the *Tribolium* ovary compared to testis, is a homolog of the *D. melanogaster* gene *FBgn0039972* (meiosis arrest female protein 1), which has known expression in adult female and early embryo (Table S8).

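TC034053 had 498.9 ± 47.6 CPM in ovary and 47.9 ± 20.1 CPM in testis (log2 fold change 3.41, standard error 0.29, adjusted p = 4.49e-08 from limma). Female carcass had 51.6 ± 25.8 CPM (log2 fold change of ovary 3.35, standard error 0.26, adjusted p = 2.22e-08 from limma) and male carcass 32.6 ± 2.33 CPM. The highest levels were in embryos, with 1250 ± 43.0 CPM at 0-5 hr and 1006 ± 136 CPM at 6-11 hr.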

**Figure 7:**
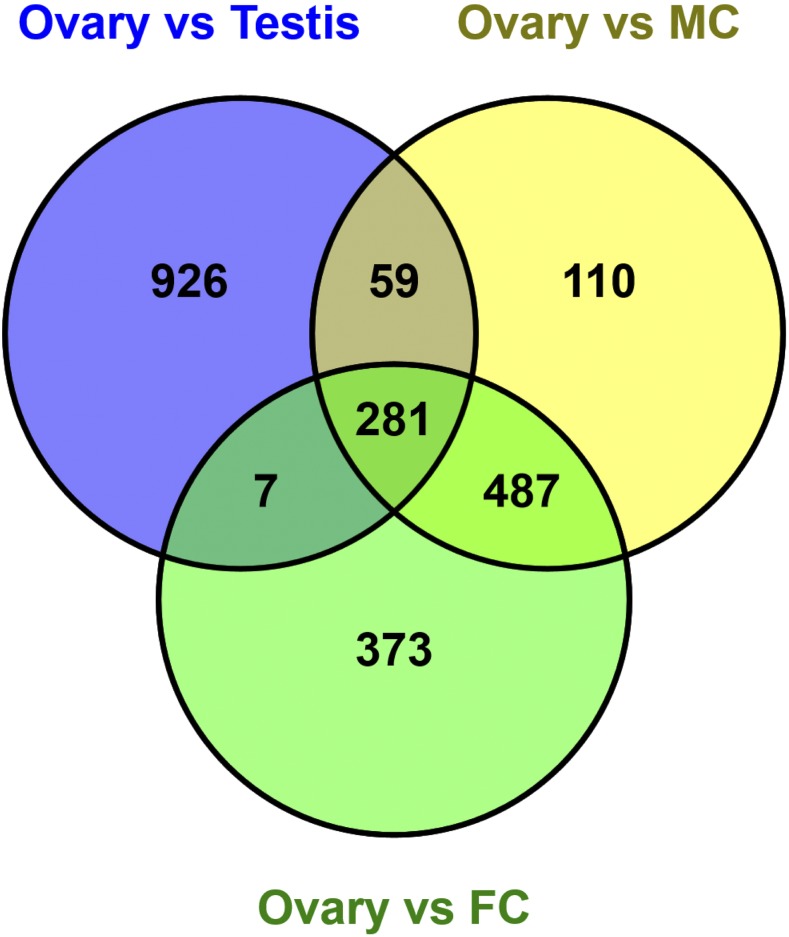
Highly expressed genes in the *Tribolium* ovary tissue. Venn diagrams representing increased gene expression greater than or equal to twofold in the *Tribolium* ovary in these comparisons (*i.e.*, “Ovary vs Testis”, “Ovary vs Male carcass” and “Ovary vs Female carcass”).

### Identification of genes differentially expressed in the Tribolium germ-line of either sex

Sexual reproduction involves specialized variation of certain cellular processes in germ-line tissues such as sperm and egg production. To identify genes differentially regulated in the *Tribolium* germ-line, we compared expression levels of each expressed gene in the male germ-line tissues (testis) to expression in both male carcass and female carcass; simultaneously we compared gene expression levels in the ovary to expression levels in both male and females carcasses (Figure 8A). 

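In limma, 1088 genes were higher in both testis and ovary than in both carcasses, at a 2-fold change and an adjusted p under 0.01 in each of the 4 comparisons. Simulated data without differences gave 0, and independent lists would share 35.2 genes, leaving out that the comparisons share libraries. Neither value tests the overlap. The highest mean of the 1088 genes was in testis for 407, in embryos of 6-11 hr for 334, in embryos of 0-5 hr for 227 and in ovary for 120. More than any other rebuilt cluster, Cluster-7 took 590 of them (54.2%). The count was 1816 under library totals, 687 with 5 added to each CPM and 217 at a threshold of 2 on the log2 scale.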

From these comparisons, 374 genes had higher expression in the germ-line greater than or equal to twofold in both sexes relative to somatic tissues (Figure 8A; Table S9). Of these germ-line expressed genes, 81 had homologs in *Drosophila* that are also preferentially expressed in the germ-line (Table S9). For example, *TC001383* (fourfold change; q-value 2.91x 10^−23^) is a homolog of a *D. melanogaster* gene (*FBgn0001086*), which is involved in the anaphase promoting complex in mitosis that functions to regulate the three mitotic cyclins A, B and B3 in the egg and drive anaphase progression during meiosis (Frise *et al.* 2010).

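TC001383 had 169.1 ± 5.03 CPM in ovary and 143.4 ± 33.5 CPM in testis, and 9.89 ± 7.31 CPM in female and 9.14 ± 1.09 CPM in male carcass. Ovary was above female carcass by 4.16 on the log2 scale (standard error 0.30, adjusted p = 1.63e-08 from limma) and testis by 3.91 (standard error 0.34, adjusted p = 5.05e-08 from limma). Against male carcass the differences were 4.07 and 3.82. Embryos had the most, with 463.5 ± 25.1 CPM at 0-5 hr and 439.8 ± 90.9 CPM at 6-11 hr.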

**Figure 8:**
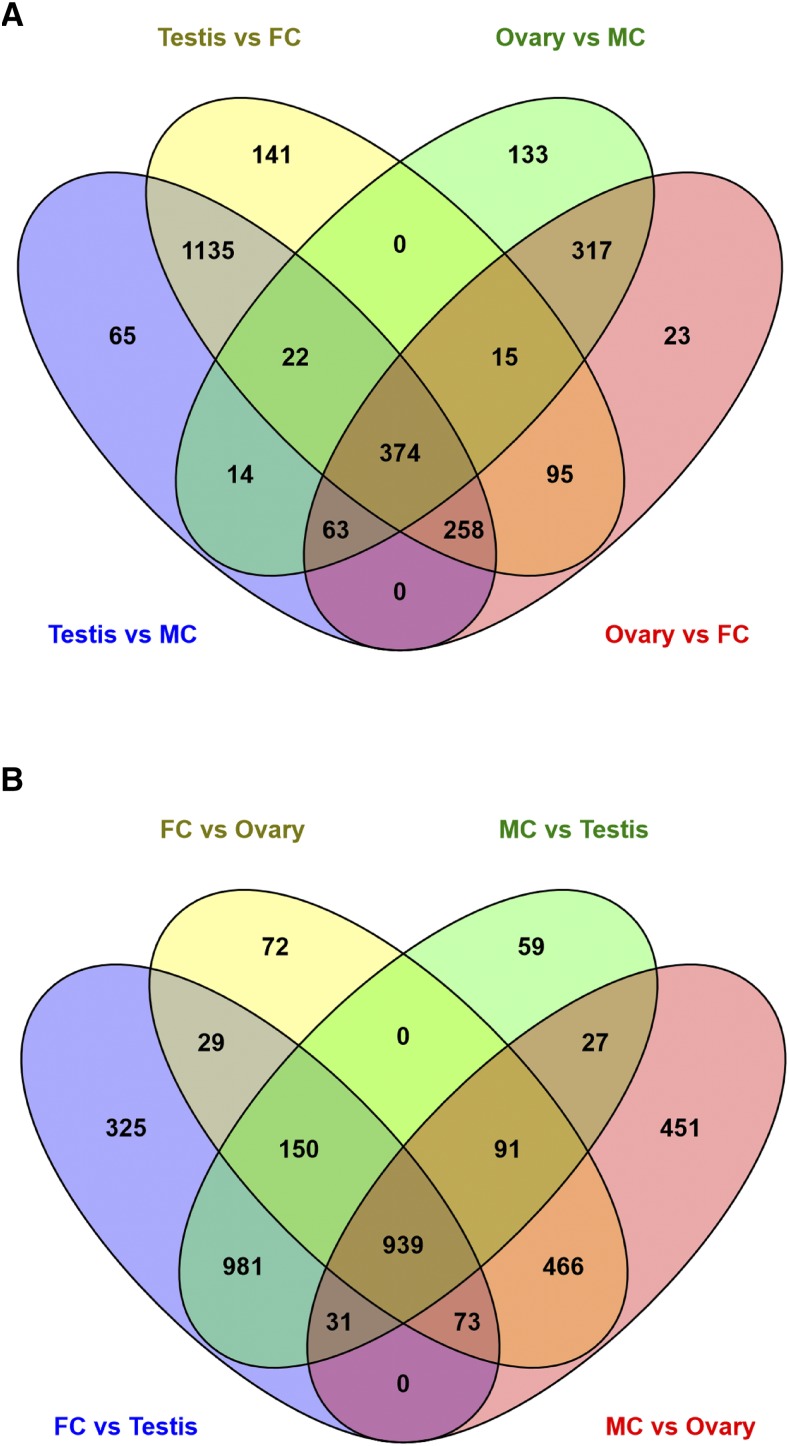
Differential gene expression in the *Tribolium* germ-line. List of genes with significantly increased expression in germ-line tissues. Genes in the common overlapping set show increased genes expression in germ-line such as in testis, ovary or both (A). Genes with significantly decreased expression in germ-line tissues as compared to the rest of the body (B).

From the same comparisons, we also sought to identify genes with significantly decreased expression in germ-line tissues as compared to the rest of the body (Figure 8B, Table S10). 

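In limma, 1960 genes were lower in both gonads than in both carcasses (2-fold change, adjusted p under 0.01). Simulated data without differences gave 0 and independent lists, which leave out the shared libraries, would share 81.8 genes, and neither value tests the overlap. The highest mean of the 1960 genes was in female carcass for 1311 and in male carcass for 639. At a threshold of 2 on the log2 scale, 799 genes were called. The mean of the carcasses exceeded ovary most in TC034699 and TC033170, whose reads were nearly the same in each library (log2 fold change of ovary -9.59 and -9.55, adjusted p = 4.93e-09 and 4.88e-09 from limma), and testis most in TC008229 (-7.36, adjusted p = 8.47e-08 from limma) and TC033810 (-7.26, adjusted p = 1.39e-09 from limma). Male carcass alone was above both gonads for 24 genes and female carcass alone for 64. Library totals turned this balance, with 43 and 19 genes. The 24 became 41 without replicate S7, 40 without S10 and 5 without S11, and the 64 became 113 without S10 and 99 without S12. By level, 301 genes were at 5 CPM or more in every carcass library and under 5 CPM in every other library, and 6 genes were so in male carcass libraries alone.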

We identified 939 genes, with significantly less expression in the male and female germ-line as compared to the dissected carcasses without these organs; with 27 genes more highly expressed only in the male carcass and 29 genes expressed preferentially in the female carcass (Figure 8B and Table S10). Genes expressed preferentially in *Tribolium* somatic tissues were compared to their *D. melanogaster* homologs, leading to the identification of 264 homologs from *D. melanogaster* with corresponding soma-biased genes in *Tribolium* (Table S10). Among these, the expressions of 10 *D. melanogaster* homologs were also male-biased and four *D. melanogaster* homologs were female biased (Table S10). For example, *TC000087* is a homolog of the *FBgn0001208* (*henna*), which has a role in the biosynthesis of pteridin eye pigment. Similarly, *TC010476* (greater than sixfold change; q-value 4.59X10^−14^) is a homolog of the *D. melanogaster* gene *FBgn0005633* (*flightin*). 

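*henna* (TC000087) had 256 ± 3.62 CPM in female carcass and 180.1 ± 72.2 CPM in male carcass, with 105.6 CPM in library S11. Ovary had 24.1 ± 0.542 CPM and testis 42.1 ± 1.54 CPM. Female carcass was above ovary by 3.35 on the log2 scale (standard error 0.20, adjusted p = 2.78e-09 from limma) and above testis by 2.58 (standard error 0.23, adjusted p = 4.81e-08 from limma). Embryos had 35.2 ± 1.06 CPM at 0-5 hr and 31.0 ± 2.27 CPM at 6-11 hr.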

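*flightin* (TC010476) had 801.8 ± 54.3 CPM in female and 932.5 ± 17.2 CPM in male carcass, and 10.7 ± 4.33 CPM in testis, 3.49 ± 1.1 in ovary and 1.82 CPM or less on average in embryos. Female carcass was above ovary by 7.51 on the log2 scale (standard error 0.41, adjusted p = 1.32e-09 from limma), and male carcass was above testis by 6.37 (standard error 0.46, adjusted p = 7.27e-09 from limma). Testis differed from female carcass by -6.15 (adjusted p = 8.15e-09 from limma).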

Flightin (Fln) a flight muscle specific protein in *D. melanogaster*, and is not expressed in other muscle types and is involved for the correct assembly of the myosin thick filament. 

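Rebuilt Cluster-1 (567 genes, r 0.524 with the figure) was highest in female carcass (0.68) and lowest in testis (-2.16). Rebuilt Cluster-15 (755 genes, r 0.846) was high in female carcass (1.26) and male carcass (0.99). Rebuilt Cluster-3 (r 0.843) was equally high in both carcasses, and 903 of its genes (57.2%) were lower in both gonads than in both carcasses (limma, 2-fold change, adjusted p under 0.01). It was the largest rebuilt cluster, while the paper's Cluster-3 is its smallest, so the pair may not hold the same genes. *henna* (TC000087) was in rebuilt Cluster-15. *flightin* (TC010476) was in rebuilt Cluster-3 here, and in Cluster-15 with 2 other random starts and on CPM without logarithms.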

Clusters-1 and -15 include genes with expression in adult somatic tissues, while Cluster-3 (313 genes) had the smallest number of genes of all the clusters (Figure 2, Table S3) and was assigned genes with high expression in male carcass (lacking testis). 

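Rebuilt Cluster-12 (r 0.963 with the figure) held 821 genes. Its mean standardized level was 0.87 in testis, 0.64 in female carcass, 0.57 in male carcass and 0.55 in ovary, and it was low in embryos of 0-5 hr (-1.41) and 6-11 hr (-0.94). Of its genes, 756 (92.1%) were lower in embryos of 0-5 hr than ovary and 49 were higher in embryos of 6-11 hr than 0-5 hr (limma, 2-fold change, adjusted p under 0.01). By level, 646 genes were at 5 CPM or more in every adult library and under 5 CPM in every embryo library.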

Finally, Cluster-12 included 1057 genes (Figure 2, Table S3), which were highly expressed in tissues from the adult stages analyzed, including both somatic and germ-line tissues.

### Analysis of gene function through homology

The function of each gene was predicted based on the annotation categories assigned and their enrichment score in specific gene expression patterns observed in the beetle genome. This assignment allowed for the identification of over-represented gene functions present in each cluster using g: Profiler (*P* < 0.001) (Reimand *et al.* 2016) web server (Table S11 and S12).

Genes with functions such as cytoskeleton activity in cellular components (p-value = 7.8x10^−8^) and microtubule-based processes were enriched in Cluster-7 (Table S11). Genes associated with GO terms like transcription factor activity and binding activity as well as those that code for ubiquitin proteins, nucleus, nucleic acid metabolic process, DNA replication and microtubule motor activity proteins etc., were enriched in Cluster-10 (Table S11). Integral component of membrane was the most abundant cellular component category found in the ovary-expressed genes examined while in the biological process category; the majority of these genes were categorized as cell adhesion proteins (Table S11, Cluster-2). In the molecular function group, genes in Cluster-2 were enriched for ion binding and transporter proteins (Table S11).

Functional categories overrepresented in both germ-line and somatic tissues of male and female carcasses are presented in Table S12. In testis, enriched functional categories include microtubule-based processes; microtubule associated complex activities and movement of cell or subcellular component like biological process (Table S12). While the categories found highly enriched in genes present in both germ-cells include cell cycle (p-value = 2.1x10^−10^) and cell division (p-value = 2.9x10^−4^) (Table S12), genes with catalytic activity, metabolic process, hydrolase activity, binding activity, chitin and peptidases functions were found highly over-represented in soma-biased expressed genes (Table S12).

### CONCLUSIONS

Important genetic and genomic resources, including a high quality genome sequence (Tribolium Genome Sequencing Consortium *et al.* 2008), have contributed to the ability to perform transcriptomic studies in *Tribolium* (Ninova *et al.* 2016; Preuss *et al.* 2012; Park *et al.* 2008; Altincicek *et al.* 2013), progressively making *Tribolium* a preferred model organism for molecular biology studies. In the present study, we have reported on the deep transcriptome of the *Tribolium* pre-zygotic embryo, zygotic embryo, testis, ovary, female adult soma, and male adult soma, and present the transcriptional profiles for three quarters (∼75%) of all predicted *Tribolium* genes in these tissues/stages (Tribolium Genome Sequencing Consortium *et al.* 2008).

Metazoan embryonic development is coordinated by both maternal RNAs deposited into the egg and the transcription of zygotic genes after fertilization. Depending on the insect species maternal transcripts persist a specific amount of time (Arbeitman *et al.* 2002). In *Tribolium* for example, we observed one set of maternal genes whose transcripts level substantially decreased after >6 hr following fertilization.

We observed the similarity and dissimilarity for maternally deposited homolog genes and early zygotic homologs in both *Drosophila* and *Tribolium*. The study of regulatory elements required for proper gene expression is crucial for understanding the molecular basis of evolution. Rather than the acquisition of new genes or modification of gene products, it is changes in gene regulatory elements that are often responsible for the evolution of new morphology (Carroll 2008). Wolff *et al.* (1998) studied both evolutionary conserved and diverged enhancers in *Tribolium* and *Drosophila* and reported that a major shift in the evolutionary transition from short (*Tribolium*) to long germ (*Drosophila*) embryogenesis is due to regulatory adaptation during the evolution of developmental processes (Wolff *et al.* 1998).

Gene expression levels are tightly regulated in ovary, testis, carcasses and early embryo and are likely controlled by cis elements that could be used to drive the expression of transgenic constructs for embryogenesis studies and genetic pest management strategies (Hammond *et al.* 2016; Buchman *et al.* 2018; Lai *et al.* 2018). Cis elements associated with genes identified in this study could be evaluated for functional activity using established reporter assays in *Tribolium* (Lai *et al.* 2018). Thus, the data we describe here can be mined for elements to construct synthetically engineered gene drive systems in *Tribolium* and to some extent other Coleopteran pest insects as well. Such gene drive systems have potential to replace, alter, or suppress wild populations of significant crop pests or other economical important insects (Buchman *et al.* 2018; Akbari *et al.* 2014). For example, recent strategies have featured the creation of male insects whose sperm express a transgene-based toxin that suppresses the insect population (Klein *et al.* 2012).

## References

[bib1] AkbariO. S.AntoshechkinI.AmrheinH.WilliamsB.DiloretoR., 2013 The Developmental Transcriptome of the Mosquito Aedes aegypti, an Invasive Species and Major Arbovirus Vector. G3 (Bethesda) 3: 1493–1509. 10.1534/g3.113.00674223833213PMC3755910

[bib2] AkbariO. S.ChenC. H.MarshallJ. M.HuangH.AntoshechkinI., 2014 Novel synthetic Medea selfish genetic elements drive population replacement in *Drosophila*; a theoretical exploration of Medea-dependent population suppression. ACS Synth. Biol. 3: 915–928. 10.1021/sb300079h23654248PMC3742681

[bib3] AltincicekB.ElashryA.GuzN.GrundlerF. M. W.VilcinskasA., 2013 Next Generation Sequencing Based Transcriptome Analysis of Septic-Injury Responsive Genes in the Beetle *Tribolium castaneum*. PLoS One 8: e52004 10.1371/journal.pone.005200423326321PMC3541394

[bib4] ArbeitmanM. N.FurlongE. E. M.ImamF.JohnsonE.NullB. H., 2002 Gene expression during the life cycle of *Drosophila melanogaster*. Science 279: 2270–2275 (erratum: Science 298: 1172). 10.1126/science.107215212351791

[bib5] BuchmanA.MarshallJ. MOstrovskiD.YangT.AkbariO. S., 2018 Synthetically Engineered Medea Gene Drive System in the Worldwide Crop Pest, *D. suzukii*. Proc. Natl. Acad. Sci. USA 115: 4725–4730. 10.1073/pnas.171313911529666236PMC5939061

[bib6] CarrollS. B., 2008 Evo-devo and an expanding evolutionary synthesis: A genetic theory of morphological evolution. Cell 134: 25–36. 10.1016/j.cell.2008.06.03018614008

[bib7] CatterucciaF.BentonJ. P.CrisantiA., 2005 An Anopheles transgenic sexing strain for vector control. Nat. Biotechnol. 23: 1414–1417. 10.1038/nbt115216244659

[bib8] De RenzisS.ElementoO.TavazoieS.WieschausE. F., 2007 Unmasking activation of the zygotic genome using chromosomal deletions in the *Drosophila* embryo. PLoS Biol. 5: e117 (erratum: PLoS Biol. 5: 10.1371/journal.pbio.0050117). 10.1371/journal.pbio.005021317456005PMC1854917

[bib9] DönitzJ. G.GerischerL.HahnkeS.PfeifferS.BucherG., 2018 Expanded and updated data and a query pipeline for iBeetle-Base. Nucleic Acids Res. 46: D831–D835. 10.1093/nar/gkx98429069517PMC5753255

[bib10] EdgarR.DomrachevM.LashA. E., 2002 Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30: 207–210. 10.1093/nar/30.1.20711752295PMC99122

[bib11] FriseE.HammondsA. S.CelnikerS. E., 2010 Systematic image-driven analysis of the spatial *Drosophila* embryonic expression landscape. Mol. Syst. Biol. 6: 345 10.1038/msb.2009.10220087342PMC2824522

[bib12] Gelbart, W. M., and D. B. Emmert, 2013 FlyBase High Throughput Expression Pattern Data, FBrf0221009, FlyBase analysis.

[bib13] GraveleyB. R.BrooksA. N.CarlsonJ., 2011 The developmental transcriptome of *Drosophila melanogaster*. Nature 471: 473–479. 10.1038/nature0971521179090PMC3075879

[bib14] GuoX. H.LiM.GaoP. F.CaoG. Q.ChengZ. M., 2018 Novel splice isoforms of pig myoneurin and their diverse mRNA expression patterns. Asian-Australas. J. Anim. Sci. 31: 1581–1590. 10.5713/ajas.17.091129747493PMC6127594

[bib15] HaleM. C.XuP.ScardinaJ.WheelerP. A.ThorgaardG. H., 2011 Differential gene expression in male and female rainbow trout embryos prior to the onset of gross morphological differentiation of the gonads. BMC Genomics 12: 404 10.1186/1471-2164-12-40421824436PMC3166948

[bib16] HammondA.GaliziR.KyrouK.SimoniA.SiniscalchiC., 2016 A CRISPR-Cas9 gene drive system-targeting female reproduction in the malaria mosquito vector *Anopheles gambiae*. Nat. Biotechnol. 34: 78–83. 10.1038/nbt.343926641531PMC4913862

[bib17] HuntT.BergstenJ.LevkanicovaZ.PapadopoulouA.JohnO. S., 2007 A comprehensive phylogeny of beetles reveals the evolutionary origins of a superradiation. Science 318: 1913–1916. 10.1126/science.114695418096805

[bib18] JiangZ. F.MachadoC. A., 2009 Evolution of sex-dependent gene expression in three recently diverged species of *Drosophila*. Genetics 183: 1175–1185. 10.1534/genetics.109.10577519720861PMC2778969

[bib19] KemphuesK. J.KaufmanT. C.RaffR. A.RaffE. C., 1982 The testis-specific beta-tubulin subunit in *Drosophila melanogaster* has multiple functions in spermatogenesis. Cell 31: 655–670. 10.1016/0092-8674(82)90321-X6819086

[bib20] KimD.LandmeadB.SalzbergS. L., 2015 HISAT: a fast spliced aligner with low memory requirements. Nat. Methods 12: 357–360. 10.1038/nmeth.331725751142PMC4655817

[bib21] KleinT. A. N.WindbichlerA.DeredecA. B.BenedictM. Q., 2012 Infertility resulting from transgenic I-PpoI male *Anopheles gambiae* in large cage trials. Pathog. Glob. Health 106: 20–31. 10.1179/2047773212Y.000000000322595271PMC4001508

[bib22] KumarL.FutschikM. E., 2007 Mfuzz: a software package for soft clustering of microarray data. Bioinformation 2: 5–7. 10.6026/9732063000200518084642PMC2139991

[bib23] LaiY. T.DeemK. D.Borras-CastellsF.SambraniN.RudolfH., 2018 Enhancer identification and activity evaluation in the red flour beetle, Tribolium castaneum. Development 145: dev160663. 10.1242/dev.160663PMC1173665829540499

[bib24] LeboM. S.SandersL. E.SunF. Z.ArbeitmanM. N., 2009 Somatic, germline and sex hierarchy regulated gene expression during *Drosophila* metamorphosis. BMC Genomics 10: 80 10.1186/1471-2164-10-8019216785PMC2656526

[bib25] Mahajan-MiklosS.CooleyL., 1994 The Vilin-like protein encoded by the *Drosophila* quail gene is required for actin bundle assembly during oogenesis. Cell 78: 291–301. 10.1016/0092-8674(94)90298-48044841

[bib26] MatsonC. K.ZarkowerD., 2012 Sex and the singular DM domain: insights into sexual regulation, evolution and plasticity. Nat. Rev. Genet. 13: 163–174. 10.1038/nrg316122310892PMC3595575

[bib27] McCarthyD. J.ChenY.SmythG. K., 2012 Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res. 40: 4288–4297. 10.1093/nar/gks04222287627PMC3378882

[bib28] McIntyreL. M.BonoL. M.GenisselA.WestermanR.JunkD., 2006 Sex-specific expression of alternative transcripts in *Drosophila*. Genome Biol. 7: R79 10.1186/gb-2006-7-8-r7916934145PMC1779584

[bib29] MichielsF.GaschA.KaltschmidtB.RenkawitzpohlR., 1989 A 14-BP promoter element directs the testis specificity of the *Drosophila*-Beta-2 tubulin gene. EMBO J. 8: 1559–1565. 10.1002/j.1460-2075.1989.tb03540.x2504583PMC400987

[bib30] NinovaM.RonshaugenM.Griffiths-JonesS., 2016 MicroRNA evolution, expression, and function during short germband development in *Tribolium castaneum*. Genome Res. 26: 85–96. 10.1101/gr.193367.11526518483PMC4691753

[bib31] PapathanosP. A.BossinH. C.BenedictM. Q.CatterucciaF. M. C. A.AlpheyL., 2009 Sex separation strategies: past experience and new approaches. Malar. J. 8: S5 10.1186/1475-2875-8-S2-S5PMC277732719917075

[bib32] ParisiM.NuttallR.EdwardsP.MinorJ.NaimanD., 2004 A survey of ovary-, testis-, and soma-biased gene expression in *Drosophila melanogaster* adults. Genome Biol. 5: R40 10.1186/gb-2004-5-6-r4015186491PMC463073

[bib33] ParkY.AikinsJ.WangL. J.BeemanR. W.OppertB., 2008 Analysis of transcriptome data in the red flour beetle, Tribolium castaneum. Insect Biochem. Mol. Biol. 38: 380–386. 10.1016/j.ibmb.2007.09.00818342244PMC2387101

[bib34] PathiranaS.ZhaoD.BownesM., 2001 The *Drosophila* RGS protein Loco is required for dorsal/ventral axis formation of the egg and embryo, and nurse cell dumping. Mech. Dev. 109: 137–150. 10.1016/S0925-4773(01)00557-311731228

[bib35] PokornáM.KratochvílL., 2009 Phylogeny of sex-determining mechanisms in squamate reptiles: are sex chromosomes an evolutionary trap? Zool. J. Linn. Soc. 156: 168–183. 10.1111/j.1096-3642.2008.00481.x

[bib36] PreussK. M.LopezJ. A.ColbourneJ. K.WadeM. J., 2012 Identification of maternally-loaded RNA transcripts in unfertilized eggs of *Tribolium castaneum*. BMC Genomics 13: 671 10.1186/1471-2164-13-67123181844PMC3536564

[bib37] PrinceE. G.KirklandD.DemuthJ. P., 2010 Hyperexpression of the X Chromosome in Both Sexes Results in Extensive Female Bias of X–Linked Genes in the Flour Beetle. Genome Biol. Evol. 2: 336–346. 10.1093/gbe/evq02420624738PMC2942036

[bib38] ReimandJ. T.ArakP.AdlerL.KolbergS.ReisbergH., 2016 a web server for functional interpretation of gene lists. Nucleic Acids Res. 44: W83–W89. 10.1093/nar/gkw19927098042PMC4987867

[bib39] RinnJ. L.SnyderM., 2005 Sexual dimorphism in mammalian gene expression. Trends Genet. 21: 298–305. 10.1016/j.tig.2005.03.00515851067

[bib40] RobinsonM. D.SmythG. K., 2008 Small-sample estimation of negative binomial dispersion, with applications to SAGE data. Biostatistics 9: 321–332. 10.1093/biostatistics/kxm03017728317

[bib41] RuanJ.GuoF.WangY. Y.LiX. G.WanS. B., 2018 Transcriptome analysis of alternative splicing in peanut (Arachis hypogaea L.). BMC Plant Biol. 18: 139 10.1186/s12870-018-133929973157PMC6032549

[bib42] SalzH. K., 2011 Sex determination in insects: a binary decision based on alternative splicing. Curr. Opin. Genet. Dev. 21: 395–400. 10.1016/j.gde.2011.03.00121474300PMC3134629

[bib43] SchuttC.NothigerR., 2000 Structure, function and evolution of sex-determining systems in Dipteran insects. Development 127: 667–677.1064822610.1242/dev.127.4.667

[bib44] SchwämmleV.JensenO. N., 2010 A simple and fast method to determine the parameters for fuzzy c-means cluster analysis. Bioinformatics 26: 2841–2848. 10.1093/bioinformatics/btq53420880957

[bib45] SiebertK. S.LorenzenM. D.BrownS. J.ParkY.BeemanR. W., 2008 Tubulin superfamily genes in Tribolium castaneum and the use of a Tubulin promoter to drive transgene expression. Insect Biochem. Mol. Biol. 38: 749–755. 10.1016/j.ibmb.2008.04.00718625397

[bib46] SmithR. C.WalterM. F.HiceR. H.O’BrochtaD. A.AtkinsonP. W., 2007 Testis-specific expression of the beta 2 tubulin promoter of Aedes aegypti and its application as a genetic sex-separation marker. Insect Mol. Biol. 16: 61–71. 10.1111/j.1365-2583.2006.00701.x17257209

[bib47] ThoemkeK.YiW. S.RossJ. M.KimS.ReinkeV., 2005 Genome-wide analysis of sex-enriched gene expression during *C. elegans* larval development. Dev. Biol. 284: 500–508. 10.1016/j.ydbio.2005.05.01715987632

[bib48] Tribolium Genome Sequencing Consortium;RichardsS. G.GibbsR. A.WeinstockG. M.BrownS. J.DenellR., 2008 The genome of the model beetle and pest Tribolium castaneum. Nature 452: 949–955. 10.1038/nature0678418362917

[bib49] VerdierV.JohndrowJ. E.BetsonM.ChenG. C.HughesD. A., 2006 Drosophila Rho-kinase (DRok) is required for tissue morphogenesis in diverse compartments of the egg chamber during oogenesis. Dev. Biol. 297: 417–432. 10.1016/j.ydbio.2006.05.01616887114PMC2504748

[bib50] VerhulstE. C.Van de ZandeL.BeukeboomL. W., 2010 Insect sex determination: it all evolves around transformer. Curr. Opin. Genet. Dev. 20: 376–383. 10.1016/j.gde.2010.05.00120570131

[bib51] VietsB. E.EwertM. A.TalentL. G.NelsonC. E., 1994 Sex determining mechanisms in squamate reptiles. J. Exp. Zool. 270: 45–56. 10.1002/jez.1402700106

[bib52] WangZ.GersteinM.SnyderM., 2009 RNA-Seq: a revolutionary tool for transcriptomics. Nat. Rev. Genet. 10: 57–63. 10.1038/nrg248419015660PMC2949280

[bib53] WestS. A.ReeceS. E.SheldonB. C., 2002 Sex ratios. Heredity 88: 117–124. 10.1038/sj.hdy.680001811932770

[bib54] WolffC.SchroderR.SchulzC.TautzD.KlinglerM., 1998 Regulation of the Tribolium homologues of caudal and hunchback in Drosophila: evidence for maternal gradient systems in a short germ embryo. Development 125: 3645–3654.971653010.1242/dev.125.18.3645

[bib55] XuJ.BiH.ChenR.AslamA. F. M.LiZ., 2015 Transgenic characterization of two testis-specific promoters in the silkworm, Bombyx mori. Insect Mol. Biol. 24: 183–190. 10.1111/imb.1214425387604

[bib56] ZhangY.SturgillD.ParisiM.KumarS.OliverB., 2007 Constraint and turnover in sex-biased gene expression in the genus Drosophila. Nature 450: 233–237. 10.1038/nature0632317994089PMC2386141

How the deposited data were processed for this re-analysis (not part of the article)

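Poly(A) RNA of *Tribolium castaneum* was sequenced as unpaired 75-nt reads from 17 libraries in 6 groups, embryos of 0-5 hr (S1 to S3), embryos of 6-11 hr (S4 to S6), female carcass (S7 to S9), male carcass (S10 to S12), ovary (S13 to S15) and testis (S16 and S17). According to the paper, the authors aligned the reads with HISAT2 2.0.5, counted reads per gene model with BEDTools and scaled them with TMM factors from edgeR. The deposited signal values are the authors' TMM normalized CPM of 12302 gene models, and no read counts were used apart from those recovered from them.

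The smallest value above 0 in each library was taken as the value of 1 read. Dividing by it gave a whole number, within 0.01 read, for 100% of the 209134 values, with a largest deviation of 0.0031 read. TMM factors computed from these reads differed from the factors contained in the values by at most 1.7e-06%. The recovered reads per library ran from 18664366 (a testis library) to 34847471 (an ovary library), and 1 read is worth 0.0217 to 0.0595 CPM, which limits the precision of genes under 1 CPM. Intervals from read numbers cover counting error only. Of the gene models, 7 had no TC identifier and 13 TC identifiers stood on 2 gene models each.

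Genes at 5 CPM or more in at least 3 libraries, 12152 in all, were tested. Because the deposited values are normalized, the test is the fallback set for such values before the data were examined, limma 3.58.1 on log2(CPM + 1) with trended and robust variance moderation, in R 4.3.3. All 17 libraries entered one model, and the 15 pairs of groups and the gonads against the mean of the carcasses were compared. A gene was called at a log2 fold change of 1 or more in size and a Benjamini-Hochberg adjusted p under 0.01 within a comparison. Lists such as genes higher in testis than in ovary and both carcasses need a call in each comparison. The test was checked on simulated reads with the depth of each library and, for each gene, a single spread estimated over all groups. Changes were placed only in genes at 5 CPM or more in the reference group (ovary, embryos of 0-5 hr or female carcass). A larger spread of single groups or libraries, and genes low in the reference group, are therefore not covered. DESeq2 left 31 genes without an adjusted p in each comparison, and these counted as not called.

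The genes to be named were set before the data were examined as every gene with an identifier in the paper and the genes with the largest changes each way in each main comparison, of which at most 2 each way are given. Genes named outside this rule are marked as chosen after their values were seen. Clusters were rebuilt with fuzzy c-means of e1071 1.7.16, the method behind Mfuzz, on standardized log2 CPM with 15 clusters and a fuzzifier of 1.14, and paired one to one with the profiles of Figure 2 read by eye. Distances and linkage used log2 CPM, and multidimensional scaling used edgeR 4.0.16. Summaries and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

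The alternatives set before the data were examined were edgeR's likelihood ratio test and DESeq2 1.42.0 on the recovered reads, RLE factors, library totals alone, other filters, only the groups compared in the fit, a log2 threshold of 2, an adjusted p of 0.05, 0.1 or 5 added to each CPM, and leaving out each library in turn. Chosen after the data were seen were edgeR's quasi-likelihood test on the recovered reads, both edgeR tests with a log2 threshold of 2, and embryos of 0-5 hr against the 4 adult groups alone. The reads recovered from the authors' values carry no information beyond those values. The other filters act only within the 12302 deposited gene models.

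Tests of gene lists and of X-linked genes were not run, because only 1 of the 12282 TC identifiers matched the reference table of 15518 genes, which holds no descriptions. For the same reason *intersex* and enolase, which the paper names without identifiers, were not analysed here. Quantitative PCR, gene ontology enrichment and the homology to fly genes were not analysed here.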

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

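The tests of testis and carcass RNA, scaling, depth and mixed stages were chosen after the results were seen, while the counts over other splits of the libraries were set before the data were examined. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, so only the real count and the highest count of the other splits are given. The tests of testis and carcass RNA replaced earlier ones that rested on a single library or on genes chosen partly by the values tested, and these had pointed the same way.

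The change from carcass to gonad differed between males and females for 4140 genes (2-fold and adjusted p under 0.01 for the interaction in limma), which is a difference of the same contrast between the sexes. In 106 of them the testis was above male carcass and the ovary below female carcass, led by TC001309, with 704.7 CPM in testis, 9.66 in male carcass, 0.456 in ovary and 2.29 in female carcass (log2 difference 7.27, standard error 0.38, adjusted p = 7.13e-09 from limma), and TC008211 (7.24, adjusted p = 4.25e-06 from limma). In 71 the testis was below male carcass and the ovary above female carcass, led by TC015902, with 1.65 CPM in testis, 31.7 in male carcass, 218.4 in ovary and 26.4 in female carcass (-6.70, standard error 0.46, adjusted p = 3.95e-08 from limma), and TC015950 (-6.36, adjusted p = 1.20e-07 from limma). These 4 genes were chosen after their values were seen. The counts were 5386, 42 and 297 under library totals, 4126, 114 and 69 with RLE factors, 4338, 103 and 73 without replicate S11, and 4517, 105 and 101 without replicate S17.

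Nearly all genes that differed between the carcasses were higher in males, 623 against 8 (highest other split 5 for each direction). The choice among TMM factors, RLE factors and library totals is argued against as the source, since at least 633 genes were higher under the latter 2. All of these scalings are relative, so a difference in total RNA was not tested. RNA of testis left in the male carcass may account for genes that are also higher in testis, because 95% of the 100 most abundant of 663 genes at least 16-fold higher in testis than in ovary, chosen without the carcass libraries, were above every female carcass library in every male carcass library, and expression of such genes in the male soma stays open as an untested explanation. Testis RNA does not account for 25 of the 623 genes, in which every male carcass library was above every testis library, such as TC008234 (1325 ± 859 CPM in male carcass and 303.7 in testis, log2 fold change 6.597 from female carcass) and TC031243 (1127 ± 445 and 229.6 CPM, 1.544), both chosen after their values were seen. By group means, a wider measure, 79 of the 623 genes were highest in male carcass and 536 in testis.

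Library S6 of the 6-11 hr embryos lay nearer to the 0-5 hr embryos and set the count of 247 genes higher at 6-11 hr, which was 767 without replicate S6. The median position of S6 between the 0-5 hr mean (0) and S4 and S5 (1) over these 767 genes was 0.1013, and 0.1003 after the reads of S4 and S5 were thinned. Thinning keeps the expected CPM, so this position could hardly move, and the comparison does not decide whether lower depth plays a part. RNA of the adult carcass as a whole in S4 and S5 is argued against, since 98.7% of the 767 genes rose in both by more than 1% of their higher carcass mean (median 10.9%). Such RNA brings all its abundant transcripts, while 25 of the 100 most abundant female carcass genes stood at or below 0.139% and 0.208% of their carcass level in S4 and S5 (medians 1.80% and 1.87%, against 0.312% in S6). RNA from only part of the carcass was not tested. Embryos or RNA of the 0-5 hr stage mixed into S6 are argued against too, since S6 was at a median position of 1.11 among the 195 genes lower in S4 and S5. What also stays open, untested, is that S6 may hold embryos from an earlier part of the 6-11 hr window, after maternal RNA had fallen, or that S4 and S5 hold older embryos. The real and the highest other counts were 247 and 8 for higher genes, 256 and 8 for lower genes, and 247 and 1 for lower genes among those present in every ovary and 0-5 hr library.

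Of the genes that differed between ovary and embryos of 0-5 hr, 77.5% were lower in the embryos. The choice among TMM factors, RLE factors and library totals is argued against as the source, since at least 69.92% were lower under the latter 2. All of these scalings are relative, so they cannot decide whether a difference in total RNA between ovary and embryo plays a part. RNA of the carcass as a whole in the ovary libraries is argued against, since 94.66% of the lower genes fell from ovary to embryo by more than 5% of their higher carcass mean (median 34.4%). Meanwhile 25 of the 100 most abundant female carcass genes, chosen on female carcass alone, stood at or below 1.57% to 3.02% of their carcass level in the ovary libraries (medians 8.04% to 13.7%). These values set no limit on RNA from only part of the carcass, which was not tested. A tissue difference, such as transcripts of ovarian cells that do not enter the egg, or loss of transcripts after laying, may explain the pattern and was not tested. According to the paper, the ovaries came from virgin females and the embryos from eggs of older adults. Mating and age of the mothers therefore cannot be told apart from the step from ovary to embryo. The real counts were 1069, 3671, 2183 and 736 for genes higher, lower, 4-fold lower and 10-fold lower, and the other splits gave at most 0 in limma.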

How the results depend on the processing

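The alternatives that use edgeR's quasi-likelihood test, an edgeR test with a log2 threshold of 2, or the 4 adult groups alone were chosen after the data were seen, and the others were set before. Of 639 settings of 28 counts, 535 gave a count within 1.5 times that reported and 104 did not. Each library was left out for every count of calls, also where its group was not compared. Such settings can change a count only little, so the 535 are not a measure of stability. For these 104 the cause was not tested. With edgeR's likelihood ratio test, 3531 genes were 4-fold lower in embryo (0-5 hr) than ovary, 2381 10-fold lower, 1181 higher in embryo (6-11 hr) than (0-5 hr) and 37 lower in male than female carcass. With DESeq2, 3420 genes were 4-fold lower in embryo (0-5 hr) than ovary, 2279 10-fold lower, 13 higher in embryo (0-5 hr) than each other group, 1173 higher in embryo (6-11 hr) than (0-5 hr) and 33 lower in male than female carcass. With RLE factors, 12 genes were higher in embryo (0-5 hr) than each other group. Under library totals, 555 genes were higher in embryo (0-5 hr) than ovary, 4 higher in embryo (0-5 hr) than each other group, 1690 higher in testis than ovary, 4569 lower in testis than ovary, 1929 higher in ovary than testis and carcasses, 1816 higher in both gonads, 43 higher in male carcass only, 19 higher in female carcass only and 4 lower in male than female carcass. With only the groups compared in the fit, 63 genes were higher in embryo (6-11 hr) than (0-5 hr), 8 higher in embryo (6-11 hr) than each other group, 124 higher in female carcass only, 321 higher in male than female carcass and 2 lower in male than female carcass. At a log2 threshold of 2, 46 genes were higher in embryo (0-5 hr) than ovary, 2183 lower in embryo (0-5 hr) than ovary, 0 higher in embryo (0-5 hr) than each other group, 81 higher in embryo (6-11 hr) than (0-5 hr), 10 lower in embryo (6-11 hr) than (0-5 hr), 10 lower among maternal genes, 1380 higher in testis than ovary, 936 lower in testis than ovary, 958 higher in testis than ovary and carcasses, 212 higher in ovary than testis and carcasses, 217 higher in both gonads, 799 lower in both gonads and 1 lower in male than female carcass. At an adjusted p of 0.05, 474 genes were higher in embryo (6-11 hr) than (0-5 hr) and 32 lower in male than female carcass. With 0.1 added to each CPM, 3276 genes were 4-fold lower in embryo (0-5 hr) than ovary, 1961 10-fold lower and 598 higher in embryo (6-11 hr) than (0-5 hr). With 5 added to each CPM, 2319 genes were lower in embryo (0-5 hr) than ovary, 741 4-fold lower in embryo (0-5 hr) than ovary, 201 10-fold lower, 4 higher in embryo (0-5 hr) than each other group, 74 higher in embryo (6-11 hr) than (0-5 hr), 687 higher in both gonads and 99 higher in female carcass only. With edgeR's quasi-likelihood test, 3434 genes were 4-fold lower in embryo (0-5 hr) than ovary, 2350 10-fold lower and 754 higher in embryo (6-11 hr) than (0-5 hr). With the quasi-likelihood test at a log2 threshold of 2, 60 genes were higher in embryo (0-5 hr) than ovary, 0 higher in embryo (0-5 hr) than each other group, 508 higher in embryo (6-11 hr) than (0-5 hr), 18 lower in embryo (6-11 hr) than (0-5 hr), 14 lower among maternal genes, 1517 higher in testis than ovary, 1174 lower in testis than ovary, 992 higher in testis than ovary and carcasses, 258 higher in ovary than testis and carcasses, 344 higher in both gonads, 894 lower in both gonads, 31 higher in female carcass only and 3 lower in male than female carcass. With the likelihood ratio test at a log2 threshold of 2, 60 genes were higher in embryo (0-5 hr) than ovary, 0 higher in embryo (0-5 hr) than each other group, 679 higher in embryo (6-11 hr) than (0-5 hr), 22 lower in embryo (6-11 hr) than (0-5 hr), 14 lower among maternal genes, 1559 higher in testis than ovary, 1215 lower in testis than ovary, 993 higher in testis than ovary and carcasses, 260 higher in ovary than testis and carcasses, 348 higher in both gonads, 906 lower in both gonads and 30 higher in female carcass only. The genes higher in embryo (0-5 hr) than the 4 adult groups numbered 621, 29 at a log2 threshold of 2, and 33 with the likelihood ratio test at that threshold. Where embryo (0-5 hr) had 0 genes above each other group, limma also gave 0 at an unadjusted p under 0.05. In the rebuilt clusters, random start 2 gave 223 genes in Cluster-2, 374 in Cluster-7, 344 in Cluster-8 and 1705 in Clusters-2, -7 and -10 together, random start 3 gave 366 in Cluster-8, and CPM without logarithms gave 491 in Cluster-7, 1293 in Cluster-8 and 971 in Cluster-14. Over the libraries left out in turn, genes higher in embryo (6-11 hr) than (0-5 hr) ranged from 58 (without S5) to 767 (without S6), with 103, 117, 92 and 59 without S1, S2, S3 and S4. Those higher in embryo (6-11 hr) than each other group ranged from 0 (without S4) to 16, with 1 without S5 and 8 without S6. Those in male carcass only ranged from 5 (without S11) to 41 (without S7), with 40 without S10. Those in female carcass only ranged from 46 to 113 (without S10), with 99 without S12. Those lower in male than female carcass ranged from 6 to 64 (without S10), with 15 without S7. The other counts tested this way stayed within 1.5 times for every library left out, and the clusters were not rebuilt without single libraries. Without a testis replicate, the lone testis library is assumed to vary like the other groups. Of 402 settings of 42 comparisons of single genes, 376 kept the direction and the call, 17 lost a call and 4 gained one. The small difference of TC009052 between embryo stages reversed to -0.045 under library totals, -0.038 without S3 and -0.137 without S5, and that of TC002055 to 0.031 without S4 and 0.046 without S5, with the range ends at 0.075 and -0.24 without S6 for these 2 genes. Depth limits genes under 1 CPM, where 1 read is worth up to 0.0595 CPM. No paired analysis was possible because each replicate number from S1 to S17 belongs to a single library. Tests of gene lists and of X-linked genes were not run, for want of matching identifiers.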

Differences from the paper's values

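The edgeR quasi-likelihood test, the edgeR tests with a log2 threshold of 2 and the comparison with the 4 adult groups alone were chosen after the values were seen. The paper's fold changes for single genes come near the log2 of the ratio of mean CPM in the pairs of groups given here, of which the paper names those for TC034053 and TC015380 and the others were picked after the values were seen. They are the paper's more than 3 for TC034053 (ovary over testis, 3.38 on the log2 scale, a ratio of 10.4), more than 4 for TC015380 (embryos of 6-11 hr over 0-5 hr, 4.40 and 21.1), 4 for TC001383 (ovary over female carcass, 4.10 and 17.1), more than 6 for TC010476 (female carcass over testis, 6.23 and 74.9), 9 for TC009035 (testis over ovary, 9.15 and 569) and more than 10 for TC032055 (testis over ovary, 10.3 and 1258). Some other pairs also come near on the log2 scale, such as ovary over male carcass for TC001383 (4.07 from limma, a ratio of 18.5) and male carcass over testis for TC010476 (6.37 and 87.1), and some do not, such as testis over male carcass for TC009035 (4.33 and 18.6) and TC032055 (5.48 and 48.4). Each count is given at a 2-fold change and at 2 on the log2 scale, and the comparison with the paper is made on the latter, at an adjusted p under 0.01. This scale was chosen after the values were seen, and the alternatives below, set before, are counted on it too. For counts of calls they include the 17 fits without a single library, also of groups not compared, which can change a count only little. On that scale, 46 genes were higher in embryos of 0-5 hr than ovary (the paper's 62), 12 higher in embryos of 6-11 hr than each other group (the paper's 15), 958 higher in testis (the paper's 1014), 212 higher in ovary (the paper's 281), 799 lower in both gonads (the paper's 939) and 22 higher in male carcass only (the paper's 27), each within 1.5 times. With edgeR's likelihood ratio test on that scale, these counts were 60, 11, 993, 260, 906 and 24. The paper used edgeR too. Of the counts of calls compared here, only genes higher in embryos of 0-5 hr than each other group stayed outside 1.5 times with that test. Most gaps below therefore go with the choice of test.

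For genes higher in embryos of 0-5 hr than each other group, the paper's count is 35, and the count here was 7, or 0 on the log2 scale (0 at an unadjusted p under 0.05 in limma, and 0 with both edgeR tests at that threshold). None of the 28 alternatives set before the data were examined came within 1.5 times. Against the 4 adult groups alone, a setting chosen after seeing the values, 29 genes were higher with limma and 33 with edgeR's likelihood ratio test on the log2 scale, and caudal, the only gene of the paper's list that it names, was among them in both.

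For genes lower in embryos of 0-5 hr than ovary, the paper's count is 3639, and the count here was 3671, or 2183 on the log2 scale. The likelihood ratio test (3531), DESeq2 (3420), library totals (2659) and 0.1 added to each CPM (3276) came within 1.5 times, and the other 24 alternatives set before the data were examined did not. The quasi-likelihood test, chosen after seeing the values, gave 3434 on that scale. For genes more than 4-fold lower, the paper's count is 1833, and the count here was 2183, or 407 at 4 on the log2 scale. Of the alternatives set before the data were examined, the likelihood ratio test (1759), DESeq2 (1683) and 0.1 added to each CPM (1347) came within 1.5 times and the other 24 did not. For genes more than 10-fold lower, the paper's count is 27, and the count here was 736, or 3 at 10 on the log2 scale. The likelihood ratio test (26) and DESeq2 (24) came within 1.5 times and the other alternatives set before the data were examined did not.

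For genes higher in embryos of 6-11 hr than of 0-5 hr, the paper's count is 719, and the count here was 247, or 81 on the log2 scale. The likelihood ratio test (679) and DESeq2 (666) came within 1.5 times, the other alternatives set before the data were examined did not, and the quasi-likelihood test, chosen after seeing the values, did (508), although it left out 3 of the 6 genes that the paper names as higher at 6-11 hr. For genes higher in both gonads than both carcasses, the paper's count is 374, and the count here was 1088, or 217 on the log2 scale. The likelihood ratio test (348), DESeq2 (308), library totals (368) and 0.1 added to each CPM (329) came within 1.5 times, the other alternatives set before the data were examined did not, and the quasi-likelihood test, chosen after seeing the values, did (344), and it called TC001383, which the paper names, higher in ovary and in testis than in female carcass. For genes higher in female carcass only, the paper's count is 29, and the count here was 64, or 44 on the log2 scale. The likelihood ratio test (30), DESeq2 (36), RLE factors (43), an adjusted p of 0.05 (43), 0.1 added to each CPM (38), 5 added (43), and leaving out S8 (43), S9 (38), S11 (26), S13 (40) or S17 (40) came within 1.5 times, and the other 17 alternatives set before the data were examined did not. The quasi-likelihood test, chosen after seeing the values, gave 31.

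In the rebuilt clusters, Cluster-2 held 493 genes (the paper's 1331) and Cluster-3 held 1579 genes (the paper's 313), and none of the 4 alternatives set before the data were examined came within 1.5 times for either. Cluster-8 held 837 genes (the paper's 456). The other random starts (344 and 366 genes) came within 1.5 times, and CPM without logarithms and a membership of 0.5 or more did not. Clusters were paired by profile and not by their genes, so the differences in size may rest on the pairing.

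The paper describes 5 zygotic genes as up-regulated in embryos of 6-11 hr and as members of Cluster-8. Here 1 of the 5, TC015380, was called higher than at 0-5 hr, all 5 had a higher mean in testis than in either embryo stage, and none fell in rebuilt Cluster-8. TC030997 was called with DESeq2 and without replicate S6, both set before the data were examined, and with the quasi-likelihood test, chosen after seeing the values. The paper places TC002055 in a cluster that falls after 5 hr, and here it was not called between the stages (log2 fold change -0.05) and was highest in testis (560.3 CPM). The paper describes *loco* and *quail* as transcribed only in the ovary, and here both had more CPM on average in female carcass (197.2 and 60.5) than in ovary (89.8 and 28.1), although *quail* was higher in ovary than testis, and so was *loco* under library totals (log2 fold change 1.299). The paper describes Cluster-8 genes as not expressed in samples other than embryos, and here the rebuilt cluster had standardized means of 0.03 in ovary and -0.13 in female carcass, against 0.87 and 0.98 in the embryo stages. The paper describes Cluster-7 as falling after 5 hr, and here the rebuilt cluster had 0.94 at 0-5 hr and 0.93 at 6-11 hr. A fall of that kind was seen in rebuilt Cluster-5 (227 genes), with 0.75 at 0-5 hr, 0.51 in ovary and -1.33 at 6-11 hr. That cluster was paired with Cluster-5 of the figure at an r of only 0.30, so the difference for Cluster-7 may rest on the pairing. The paper describes Cluster-3 as high in male carcass, and here the rebuilt cluster was as high in female (1.06) as in male carcass (1.08). Rebuilt Cluster-3 was the largest and the paper's Cluster-3 the smallest, so this difference may rest on the pairing too. The paper places *myd88* in Cluster-10, and here it fell in rebuilt Cluster-11, and, among the alternatives set before the data were examined, in Cluster-10 on CPM without logarithms, Cluster-8 with random start 2 and Cluster-11 with random start 3. It describes the genes that fall from ovary to embryo as largely those of Cluster-2, and here 11.6% of them were in the rebuilt cluster and 31.9% in rebuilt Cluster-9. Rebuilt Cluster-2 was smaller than the paper's, and its 493 genes could not hold most of the 3671 lower genes. Its low share was therefore limited by its size, and 86.6% of its genes were lower. The paper lists caudal as preferentially expressed at 0-5 hr, and here it was above each adult group but not above embryos of 6-11 hr (log2 fold change -0.12). Where the paper names TC005375 as highest in embryos of 6-11 hr and TC009035, TC032055 and TC006703 in testis, the values here do so too, as they do for TC001383, which is higher in both gonads than in both carcasses, and for *henna* and *flightin*, which are higher in both carcasses than in both gonads.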

Other observations

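The gene sets of this part were chosen after the results were seen. Over the 12152 genes, the highest mean was in testis for 2978 (24.5%), in female carcass for 2800 (23.0%), in embryos of 6-11 hr for 2639 (21.7%), in male carcass for 1414 (11.6%), in embryos of 0-5 hr for 1393 (11.5%) and in ovary for 928 (7.64%). At 5 CPM or more in every ovary and 0-5 hr library and under 5 CPM in every 6-11 hr library were 31 genes.

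Single libraries stood apart from their group in tissue genes. In male carcass library S11, 95 carcass genes, defined as at least 20-fold above both gonads, had a median of 51.5% of their female carcass level, against 89.4% in S10 and 85.9% in S12. In female carcass library S7, 111 ovary genes, defined without the female carcass, had a median of 8.58% of their ovary level, against 1.83% in S8 and 1.66% in S9. The carcass genes summed to 935.4 CPM in embryo library S2, against 255.5 in S1 and 187 in S3.

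Some gene models share reads. In 17 pairs, made of 31 gene models, the reads of both members differed by at most 2% or 3 reads in every library, so the values of such a pair are not independent.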
